# De novo transcriptome assembly for the five major organs of *Zanthoxylum armatum* and the identification of genes involved in terpenoid compound and fatty acid metabolism

**DOI:** 10.1186/s12864-020-6521-4

**Published:** 2020-01-28

**Authors:** Wen-Kai Hui, Fei-Yan Zhao, Jing-Yan Wang, Xiao-Yang Chen, Jue-Wei Li, Yu Zhong, Hong-Yun Li, Jun-Xing Zheng, Liang-Zhen Zhang, Qing-Min Que, Ai-Min Wu, Wei Gong

**Keywords:** *Zanthoxylum armatum*, De novo transcriptome, Aromatic compounds, Fatty acid

## Abstract

**Background:**

*Zanthoxylum armatum* (*Z*. *armatum*) is a highly economically important tree that presents a special numbing taste. However, the underlying regulatory mechanism of the numbing taste remains poorly understood. Thus, the elucidation of the key genes associated with numbing taste biosynthesis pathways is critical for providing genetic information on *Z*. *armatum*and the breeding of high-quality germplasms of this species.

**Results:**

Here, de novo transcriptome assembly was performed for the five major organs of *Z. armatum*, including the roots, stems, leaf buds, mature leaves and fruits. A total of 111,318 unigenes were generated with an average length of 1014 bp. Additionally, a large number of SSRs were obtained to improve our understanding of the phylogeny and genetics of *Z. armatum*. The organ-specific unigenes of the five major samples were screened and annotated via GO and KEGG enrichment analysis. A total of 53 and 34 unigenes that were exclusively upregulated in fruit samples were identified as candidate unigenes for terpenoid biosynthesis or fatty acid biosynthesis, elongation and degradation pathways, respectively. Moreover, 40 days after fertilization (Fr4 stage) could be an important period for the accumulation of terpenoid compounds during the fruit development and maturation of *Z. armatum*. The Fr4 stage could be a key point at which the first few steps of the fatty acid biosynthesis process are promoted, and the catalysis of subsequent reactions could be significantly induced at 62 days after fertilization (Fr6 stage).

**Conclusions:**

The present study realized de novo transcriptome assembly for the five major organs of *Z. armatum*. To the best of our knowledge, this study provides the first comprehensive analysis revealing the genes underlying the special numbing taste of *Z. armatum.* The assembled transcriptome profiles expand the available genetic information on this species and will contribute to gene functional studies, which will aid in the engineering of high-quality cultivars of *Z. armatum*.

## Background

*Zanthoxylum armatum* (Rutaceae), commonly known as green Sichuan pepper, is one of the most economically important trees in Sichuan Province and is widely distributed in most parts of southwest China and some parts of southeast Asia [1]. The production of *Z*. *armatum* is currently a billions of dollars commercially, and this species has a long history of cultivation in China because it is one of the eight main spices used in Chinese cuisine and is an essential ingredient in Sichuan hot-pot, with a special numbing taste [2]. However, the underlying regulatory mechanism of the genes associated with the numbing taste remains poorly understood. *Z*. *armatum* is also an important medicinal plant prioritized by the governments of some countries for economic development [3–5]. Its fruit berries can be used for the treatment of abdominal pain, rheumatism, and skin diseases, and as a carminative and antispasmodic [3]. The seeds are employed as an aromatic tonic for conditions such as fever, dyspepsia, toothache, and stomach ache [3, 4]. Thus, the elucidation of the keygenes associated with numbing taste biosynthesis pathways, especially those responsible for the accumulation of the main compounds involved, is critical for revealing genetic information for this species and breeding high-quality *Z*. *armatum* germplasms.

In previous studies, the numbing taste was found to be associated with the presence of volatile oils, alkaloids, coumarins, acid amide phenol components and so on [6, 7], which accumulate at high levels in the fruits, leaves, stems, and roots of *Z*. *armatum*, especially in the pericarps [8]. More than 140 components related to aromatic compounds and fatty acid biosynthesis have been gradually identified in different tissues of *Z*. *armatum* [9]. Various terpenoid substances are among the main components associated with the numbing taste of *Z*. *armatum*, including linalool (29.30%), limonene (14.30%), myrcene (6.02%), cineole (1.32%) and so on [7, 10]. Terpenoids are a large category of necessary secondary metabolites in plants, includingmonoterpenes, diterpenes, sesquiterpenes, triterpenoids and other terpenoid-quinone compounds [11]. All of these downstream products accumulate from the terpenoid backbone biosynthesis pathway. The five key enzymes, acetoacetyl-CoA thiolase 2 (ACAT2), hydroxy-methyl-glutaryl-CoA synthase (HMGS), hydroxy-methyl-glutaryl-CoA reductase (HMGR), mevalonate kinase (MVK), and diphosphomevalonate decarboxylase (MVD) are required for the only pathway producing isopentenyl-*PP* upstream of terpenoid backbone biosynthesis [12]. Subsequently, the production of dimethylallyl-*PP* from isopentenyl-*PP* can be catalysed by isopentenyl-diphosphate delta-isomerase (IDI) [13]. Additionally, dimethylallyl-*PP* can be produced via the methylerythritol phosphate (MEP) pathway. Next, isopentenyl-*PP* and dimethylallyl-*PP* are transformed into farnesyl-*PP* and geranyl-geranyl-*PP*, which are then used to produce various terpenoids, catalysed by different diphosphate synthases [14]. Fatty acids are also important productsfound in the fruit of *Z*. *armatum*. Abundant unsaturated fatty acids have been detected in the seeds of *Zanthoxylum* (approximately 25%), among which linolenic acid, linoleic acid and oleic acid account for 78.63% (mass percentage) of the total, while the main saturated fatty acid is hexadecanoic acid (13.18%) [15, 16]. The production of fatty acids is involved in the de novo fatty acid biosynthesis, elongation and degradation pathways [16]. In the de novo fatty acid biosynthesis pathways, acetyl-CoA is produced and used to form malonyl-ACP, catalysed by acetyl-CoA carboxylase (ACC) and malonyl-transferase (MCMT). Subsequently, malonyl-ACP can be converted to a long-chain acyl-ACP catalysed by several enzymes with an acyl carrier protein (ACP) as a co-factor [17]. Three main enzymes that play an important role during this series of reactions include ketoacyl-ACP synthase II (KASII), ketoacyl-ACP synthase I (KASI), and oxoacyl-acyl-carrier protein reductase (FabG) [18]. Moreover, ACP desaturase 5 (AAD5), also known asstearoyl-ACP desaturase (SAD), removes two hydrogen atoms from stearic acid to form oleic acid in unsaturated fatty acid production [19]. Finally, *N*-acyl-ACP (C8 to C18) is hydrolysed to release free fatty acids [20]. Thus far, many studies on *Zanthoxylum* have mainly dealt with plant breeding, physiological investigations, tissue culture and chemical component identification and extraction in the fruits [8, 21]. A recent study identified the key genes in the synthesis pathway of volatile terpenoids in the fruit of *Zanthoxylum bungeanum* (red Sichuan pepper) [22]. However, the crucial genes involved in the biosynthesis of terpenoid compounds and fatty acids have not been reported in *Z. armatum*.

Comparative transcriptome analysis is an important method for rapidly obtaining a large amount of genetic information and putative candidate genes related to target traits by examining different tissue samples. Although transcriptome sequencing analyses have rarely been reported in *Z. armatum*, they have been conducted frequently in other tree species. The de novo transcriptome sequencing of eight major organs of *Plukenetia volubilis* was performed to identify candidate genes involved in α-linolenic acid metabolism, thereby expanding the genetic information available for functional genome studies of *P. volubilis* [20]. Through the transcriptome sequencing analysis of roots, stems, leaves, arils and kernel samples of two *Torreya grandis* cultivars, six candidate unigenes encoding sciadonic acid elongase and desaturases were identified to improve the understanding of the molecular mechanisms responsible for de novo fatty acid biosynthesis in gymnosperm species [16]. Additionally, Wang et al. [21] conducted a detailed transcriptional sequencing analysis of two orange varieties at different fruit development stages to elucidate the underlying regulatory mechanism of sucrose and citrate accumulation in the ripening of the fruits, especially during the fruit delayed-harvest stage. Zhang et al. [23] explored the key regulatory factors involved in starch and sucrose metabolism in *Castanea mollissima* via transcriptome sequencing of seeds at various developmental stages. However, only a single study has reported transcriptome profiles obtained using a mixture of the leaves and inflorescences of *Z. armatum* to isolate the viruses associated with flower yellowing disease in recent years [24].

In the present study, the de novo transcriptome sequencing of five major organs was performed using the Illumina HiSeq 4000 platform. The key candidate genes associated with terpenoid compounds and fatty acid biosynthesis and metabolism were identified from the RNA-seq dataset in *Z. armatum*. Furthermore, samples from different stages in the fruit development and maturation process were selected to identify the expression patterns of the key candidate genes through qRT-PCR analysis. To the best of our knowledge, ours is first comprehensive analysis to reveal the genes underlying the special numbing taste of *Z. armatum*. The assembled transcriptome profiles expand the available genetic information for *Z. armatum* and provide an improved understanding for gene function studies, which will aid in the engineering of high-quality varieties of *Z. armatum*.

## Results

### Transcriptome sequencing and de novo assembly of *Z. armatum*

The total RNA of five major sample types, including roots (Ro), stems (St), leaf buds (LB), mature leaves (ML) and fruits (Fr), was isolated to construct the comprehensive transcriptome of *Z. armatum*. 

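RNA-seq libraries of the 5 organs were made with 3 biological replicates each, and each replicate mixed material from 3 plants at about 60 days after fertilization. For each of the 15 libraries the authors deposited an estimated count and an FPKM value (fragments relative to unigene length and to the fragments counted in the library) for every unigene of their Trinity assembly. The program that aligned and counted the reads is not given in the sources used here. The estimated counts of a library summed to between 18802274 and 20863991 in roots (median 20184355), 21346216 and 23346838 in stems (median 22348795), 21793417 and 24081708 in leaf buds (median 23301738), 20015119 and 21992998 in mature leaves (median 21415268), and 19173523 and 23829321 in fruits (median 21591798). Between 11.7% and 15.3% of the values of a library were not whole numbers, and all counts were rounded to whole numbers before testing. Values of closely similar unigenes are uncertain, because the counting could split their fragments between them. The 10 most abundant unigenes held between 6.99% and 8.62% of the counts of a fruit library and between 2.28% and 2.39% of those of a stem library.
Counts were normalized by edgeR's TMM method, which gave factors of 0.867 to 0.901 in fruits, 0.813 to 0.826 in mature leaves, 1.04 to 1.15 in roots, 1.07 to 1.08 in stems and 1.11 to 1.18 in leaf buds. Unigenes with about 10 counts in at least 3 libraries and 15 counts in total were kept, which left 57488 for the tests between organs. All 15 libraries entered 1 quasi-likelihood fit with 5 groups, so that the organs shared the estimate of the spread between replicates. Differentially expressed genes (DEGs) were called, as the authors did, at an adjusted p under 0.05 and an absolute log2 fold change over 1. The standard error printed with a log2 fold change is the absolute log2 fold change divided by the square root of its F statistic. Replicates of an organ were first compared with each other. A chi-square test of the counts gave between 1.70 per unigene for mature leaf replicates 2 and 3 and 21.5 per unigene for root replicates 2 and 3, where sampling noise alone gives about 1. No replicates held identical values, and all 3 of each organ were used.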

The quality of the RNA was determined using the OD260/OD280 ratio (1.88–2.21) and RIN (7.60–10.00) (Additional file 1: Table S1). A total of 126.89 G of paired-end raw reads were produced by transcriptome sequencing. After trimming adapters and low-quality bases, 7.92–9.91 G of clean bases were produced from 15 cDNA libraries in this study (Additional file 2: Table S2). The error rate of RNA-seq was only approximately 0.02%, all of the Q30 values were greater than 93.90%, and the GC content was above 43% in each sample. In addition, an assembly of 350,625 transcripts was achieved, with a mean length of 1219 bp for the *Z. armatum* transcriptome (Additional file 3: Figure S1a). The longest transcript of each gene was chosen from the assembly results as the candidate unigene. Finally, a set of 111,318 unigenes was obtained in the present study (Additional file 3: Figure S1b). 

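The deposited values covered 111318 unigenes, of which 111150 had an estimated count above 0 in at least 1 of the 15 libraries. A single library had counts for between 72755 unigenes, in root replicate 3, and 86028 unigenes, in leaf bud replicate 1. The identifiers of 79040 unigenes (71.0%) began with Cluster-12235, the largest group of the assembly.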

The length of the unigenes ranged from 301 to 17,299 bp, with an average of 1014 bp, and the lengths of more than half of the unigenes in the total assembly were greater than 1454 bp (*N*50 = 1454).

### Identification of simple sequence repeats

In recent years, various molecular markers have been widely developed in different plants to construct plant genetic maps, perform gene localization, determine hybrid purity, and examine other aspects. To obtain abundant molecular markers for the genetic analysis and marker-assisted selection breeding of *Z. armatum*, simple sequence repeats (SSRs) were identified in our transcriptome (Fig. 1). Mono- to hexanucleotide SSRs were identified using MISA software (Fig. 1, Additional file 4: Table S3). A total of 46,098 SSR loci were characterized, among which mononucleotide repeats were the most abundant (30,266, 65.66%), followed by dinucleotides (8528, 18.50%). Moreover, at least 9–12 repeats were detected among the monomer nucleotide SSRs. However, di- to hexanucleotide SSRs were explored mostly in the context of 5 to 8 repeats. These results indicated that high variation might exist in *Z. armatum.*

**Fig. 1:**
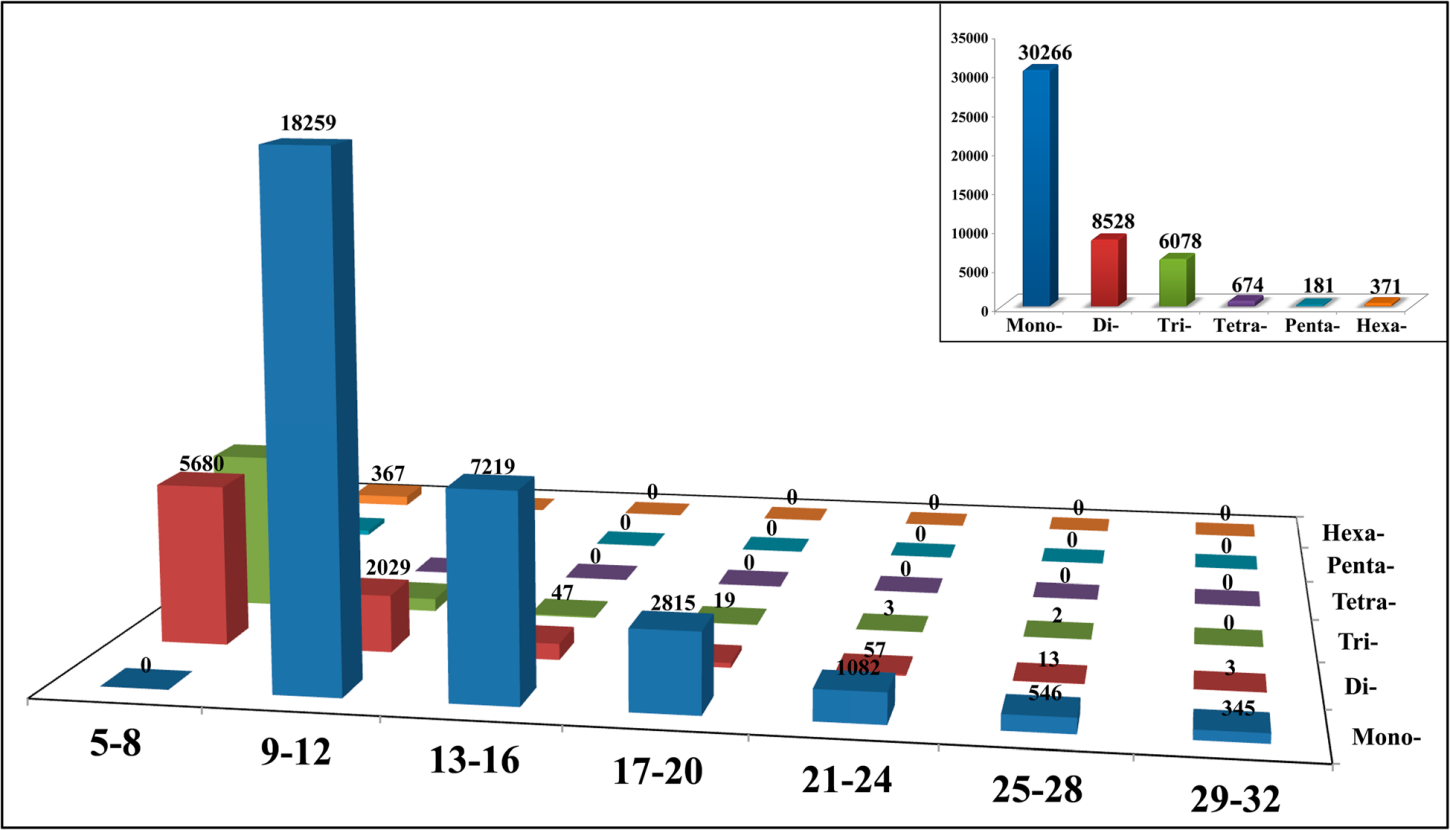
The distribution of SSRs in *Z. armatum*. The insert shown the distribution of the total number of SSRs in mono-, di-, tri-, tetra-, penta- and hexa-nucleotide repeats

### Gene functional annotation

After assembly, all the unigenes were subjected to BLASTx analysis against five public databases, including NR, NT, KO, Pfam, and KOG, to characterize their gene functions (Additional file 5: Figure S2, Table 1). A total of 73,426 (65.96%) unigenes were annotated in at least one database. The highest annotation rate was obtained in the NR database, which assigned 61,598 (55.34%) unigenes. A total of 34,930 (31.38%) and 16,316 (14.66%) unigenes were annotated with the Pfam and KOG databases, respectively. The top-scoring BLASTx hits against the NR protein database showed that the E-value distribution presented a comparable pattern with 50.70% of the mapped sequences with high homologies (< 1e-45), whereas the E-values for 49.30% of the homologous sequences ranged between 1e-5 and 1e-45 (Additional file 5: Figure S2a). The distribution of sequence similarity showed that 53.90% of the mapped sequences presented similarities higher than 80%, while 10.50% of the hits exhibited similarities lower than 60% (Additional file 5: Figure S2b). Additionally, the species distribution of the NR BLASTx matches showed that the top three species were *Citrus clementina* (21.80%), *Citrus unshiu* (19.00%) and *Citrus sinensis* (16.10%), and all of these species and *Z. armatum* belonged to Rutaceae (Additional file 5: Figure S2d). All the above results indicated that a high-quality annotation was obtained in the present study.

**Table 1:** Summary of the annotation about the *Zanthoxylum armatum* transcriptome

Items	Number of Unigenes	Percentage (%)
Annotated in NR	61,598	55.34
Annotated in NT	55,465	49.83
Annotated in KO	24,137	21.68
Annotated in Pfam	34,930	31.38
Annotated in KOG	16,316	14.66
Annotated in all Databases	4656	4.18
Annotated in at least one Database	73,426	65.96
Total Unigenes	111,318	100

Moreover, 34,930 (31.37%) unigenes were annotated with 55 Gene Ontology (GO) terms, including 26 terms related to biological processes, 19 terms related to cellular components, and 10 terms associated with molecular functions (Additional file 6: Figure S3). Under the biological process, cellular component and molecular function categories, the predominant groups were assigned to the cellular process (GO: 0009987) and metabolic process (GO: 0008152); cell (GO: 0005623) and cell part (GO: 0044464); and binding (GO: 0005488) and catalytic activity (GO: 0003824) terms, respectively. To further understand the biological functions and interactions of the unigenes, they were also classified into metabolic pathways using the Kyoto Encyclopedia of Genes and Genomes (KEGG). A total of 24,137 unigenes (21.68%) were assigned to 19 categories divided into five clusters, including cellular processes, environmental information processing, genetic information processing, metabolism and organismal systems (Additional file 7: Figure S4). Among the KEGG pathways (Additional file 8: Table S4), the top five categories were translation (2916 unigenes), carbohydrate metabolism (2226 unigenes), overview (1771 unigenes), folding and degradation (1659 unigenes), and amino acid metabolism (1394 unigenes). All of these results showed that the investigated samples were characterized by active cell development and differentiation. Four hundred and twenty two unigenes were annotated with metabolism of terpenoids and polyketides, and 376 of which were related to monoterpenoid, diterpenoid, sesquiterpenoid and triterpenoid, limonene and pinene, carotenoid, and terpenoid backbone biosynthesis pathways. Additionally, 314 unigenes were involved in fatty acid biosynthesis and metabolism. These unigenes were the main substances associated with fatty acid and aromatic compound accumulation. It is worth noting that all of these putative genes were differentially expressed among the five different samples in this study (Additional file 9: Figure S5, Additional file 10: Figure S6), and more unigenes were up-regulation in the fruit samples. This suggested that some organ-specific unigenes might be existed in various tissues, and the fruit could be the mainly organs to accumulate the numbing-taste related compounds.

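Of the 57488 unigenes tested, 45893 (79.8%) differed among the 5 organs at an adjusted p under 0.05 in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment on all organ terms together. Their mean TMM-normalized count was highest in roots for 12277, in mature leaves for 12114, in leaf buds for 9356, in fruits for 6102 (13.3%) and in stems for 6044. The count was moved most by leaving out the low-count filter, with which 59829 unigenes differed and 12.4% of them were highest in fruits. Of the pathway lists in Table S4, that of monoterpenoid biosynthesis was complete in the copy used here, with 11 unigenes. In this list 10 unigenes passed the filter and all 10 differed among the organs. For 3 of them the mean was highest in fruits, namely Cluster-12235.42010, Cluster-12235.42000 and Cluster-12235.64198, and for 4 it was highest in mature leaves. By mean FPKM, Cluster-12235.64198 was higher in stems (49.2) than in fruits (43.9). The other lists of Table S4 were held only in part and were not used here.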

### Investigation of organ-specific unigenes

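Pearson's r between replicates was computed across the 111150 unigenes with a count, on log10(FPKM + 1). It describes pairs of libraries, since unigenes are not independent replicates. The mean over the 3 pairs of replicates was 0.973 in stems (0.971 to 0.977), 0.971 in fruits (0.969 to 0.974), 0.970 in mature leaves (0.969 to 0.971), 0.949 in roots (0.938 to 0.961) and 0.948 in leaf buds (0.940 to 0.959). The ranges of stems and fruits overlapped. The 90 pairs of libraries from different organs gave values between 0.767 and 0.919, and the highest of these was between leaf buds and stems. Of the scales tried, Spearman's rho lowered the mean most, to 0.853 in leaf buds. With a pseudocount of 10, with only the unigenes that passed the low-count filter, or without the logarithm, the mean was highest in mature leaves instead of stems.

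**Figure D1:**
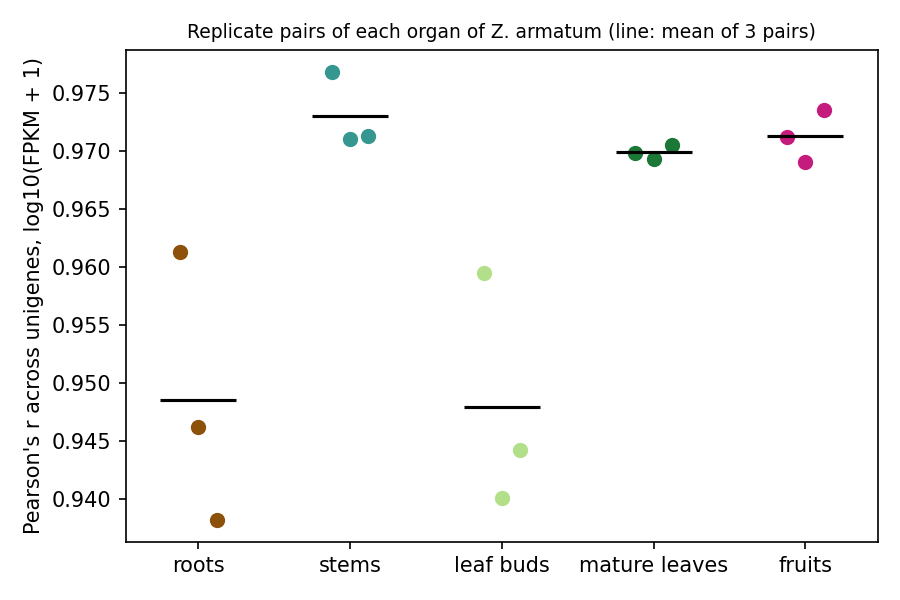
Pearson's r across unigenes between the replicates of each organ, on log10(FPKM + 1). Each point is 1 of the 3 pairs of replicates and each line the mean of an organ; the lowest point is 0.938, for root replicates 2 and 3.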

The Pearson correlation analysis revealed that all three independent biological replicates of each sample presented good reproducibility in the present study, and the stem samples showed the highest correlation coefficient among all of the investigated organs (Additional file 11: Figure S7). To further analyse the characteristics of the genes related to the different organs, the organ-specific unigenes of the five major samples were screened on the basis of a *p* value < 0.05 and |log2(fold change)| >5. The expression values (FPKM) for each comparison were for one organ and the sum of other organs. 

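For each organ, its 3 libraries were compared with 3 sums, each of which added up the counts of the other 4 organs within a replicate number. Normalization for library size turned each sum into the mean of the other organs. Between 60777 and 62689 unigenes passed the low-count filter, depending on the organ, and were tested with a quasi-likelihood fit of their own. At an adjusted p under 0.05 and an absolute log2 fold change over 5, 5288 unigenes were called in roots, 3062 in mature leaves, 2524 in leaf buds, 1731 in fruits and 1640 in stems. In leaf buds 1117 were higher and 1407 lower than in the other organs, and in mature leaves 741 were higher and 2321 lower. Against the mean log2 expression of the other organs this balance was reversed, with 1189 higher and 214 lower in leaf buds and 1109 higher and 504 lower in mature leaves. In leaf buds it was also reversed without the low-count filter (3952 higher and 3428 lower), with the other 12 libraries as 1 group (592 and 205), and without root replicate 1 (923 and 831), 2 (945 and 853) or 3 (966 and 838). Both the low-count filter and the way of combining the other organs moved these numbers. Without the filter 11722 unigenes were called in roots and 7380 in leaf buds, and with the other 12 libraries as 1 group 50 were called in stems and 336 in fruits. Without 1 library of the organ itself, after which the filter asks for counts in 2 libraries and more unigenes are tested, between 7624 and 8021 were called in roots, 3797 and 4408 in leaf buds, and 4709 and 4750 in mature leaves.

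**Figure D2:**
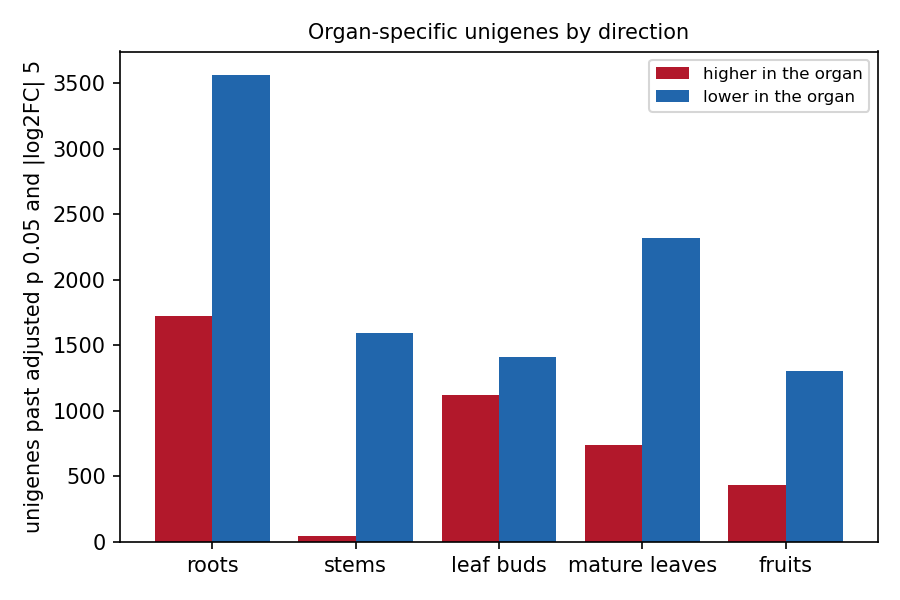
Number of organ-specific unigenes that were higher (red bars) and lower (blue bars) in each organ than in the sum of the other 4 organs. In stems the red bar stands for 47 unigenes and the blue bar for 1593; in roots they stand for 1726 and 3562.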

The investigation of the organ-specific unigenes expressed in each organ showed that 4970, 90, 2314, 1955, and 650 unigenes were specifically found in the roots, stems, leaf buds, mature leaves, and fruits, respectively (Additional file 12: Figure S8a-e). The root samples (Ro) expressed the most unigenes (49.80%), including 2653 upregulated and 2317 downregulated genes (Additional file 12: Figure S8f). 

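Roots held 37.1% of the 14245 calls over the 5 organs, and 42.5% of the 4062 calls of a unigene that was higher in its organ. In roots 1726 unigenes were called higher and 3562 lower. No count was found in any of the 12 libraries of the other organs for 1128 of the former. Of the latter, 969 (27.2%) owed over 90% of their counts in the other organs to a single organ. Measured against the unscaled sum of the other organs, which lowers each log2 fold change by 2, the numbers in roots were 1209 higher and 5558 lower.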

The stems and fruits expressed the fewest unigenes (0.90 and 6.51%, respectively). 

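Stems held 11.5% of all calls, with 47 unigenes higher and 1593 lower, and fruits held 12.2%, with 431 higher and 1300 lower. Among the calls of a unigene that was higher in its organ, stems had 1.16% and fruits 10.6%. Most of the lower calls rested on 1 other organ, which held over 90% of the counts of 1036 of the 1593 unigenes in stems (65.0%) and of 844 of the 1300 in fruits (64.9%). Compared with the mean log2 expression of the other organs, which such a single organ raises less, 250 unigenes were called in stems (152 higher) and 588 in fruits (494 higher). With the other 12 libraries as 1 group, 37 were higher and 13 lower in stems, and 290 higher and 46 lower in fruits. Leaving out 1 library also moved the calls. Stems had 1014 without mature leaf replicate 3 and 1065, 1133 and 1099 without root replicates 1, 2 and 3, and fruits had 1125, 1184 and 1173 without these root libraries. Leaving out a library of the organ itself raised the calls, to between 3455 and 3621 in stems and between 2786 and 3039 in fruits.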

To evaluate the functional properties of these organ-specific unigenes, KEGG enrichment was performed, and the significant pathways of each organ are listed in (Additional file 13: Table S5). 

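Of the 17 pathways that Table S5 gives for roots, 12 had complete lists of identifiers in the copy used here, with 102 different unigenes. Because the long lists were held only in part, no enrichment was computed. The paper chose the unigenes of Table S5 on these same libraries, so tallies of its rows are not independent evidence for any organ. Of the 102 unigenes, 96 were called organ-specific in roots, 31 of them higher and 65 lower than in the other organs, and 5 did not pass the low-count filter. The mean was highest in roots for 34. In sesquiterpenoid and triterpenoid biosynthesis 1 unigene was higher and 9 were lower in roots. The stilbenoid pathway had 4 higher and 8 lower, the tropane, piperidine and pyridine alkaloid pathway had 3 higher and 9 lower, and zeatin biosynthesis had 2 higher and 3 lower. In nitrogen metabolism 9 were higher and 5 lower. The rows of flavonoid biosynthesis and phenylpropanoid biosynthesis were not analysed here.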

Seventeen KEGG pathways were significantly enriched in root samples, including flavonoid biosynthesis, phenylpropanoid biosynthesis, terpenoid biosynthesis, alkaloid biosynthesis, and zeatin biosynthesis, which indicated that the most active biological synthesis was occurring in the roots of *Z. armatum*. 

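Table S5 gives 5 unigenes in the stem rows. Cluster-12235.67, which Table S5 names as a YUCCA gene, had 930 counts in the 3 stem libraries, 7 in leaf buds, 2 in roots, 1 in mature leaves and 0 in fruits. Its log2 fold change in stems against the sum of the other organs was 8.42 (standard error 0.321, adjusted p = 7.92e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cluster-23648.1, also named YUCCA, and Cluster-12235.66430, named GH3, had 0 counts in stems and were called lower there. Against a floor of 3 counts over the stem libraries, Cluster-23648.1 was at least 23.4-fold higher in leaf buds than in stems, and Cluster-12235.66430 at least 44.1-fold higher in mature leaves. Their fitted log2 fold changes of -8.22 and -8.36 depend on the prior count added in the fit and are no bounds. With the other 12 libraries as 1 group, Cluster-12235.66430 was no longer past the adjusted p threshold. Cluster-4895.0 (SAUR) had 27 counts in stems and 1 in the other organs together and was called higher in stems. Cluster-5201.0 (SAUR) had 15 counts in stems and 0 elsewhere, and passed the call only where the low-count filter was left out. In total 2 of the 5 unigenes were called higher and 2 lower in stems.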

Only two significant KEGG pathways (five unigenes) were observed in the stem samples. Additionally, 14 and 16 KEGG pathways were distinctively obtained in the LB and ML samples, respectively. 

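For leaf buds, 12 of the 14 rows of Table S5 were complete in the copy used here, with 101 different unigenes. Of these 60 were called organ-specific, 43 higher and 17 lower in leaf buds, and 40 did not pass the low-count filter. The mean was highest in leaf buds for 83 of the 101. Without the filter 100 of the 101 were called. For mature leaves, 14 of the 16 rows were complete, with 79 different unigenes. There 69 were called, 30 higher and 39 lower in mature leaves, and 38 had their highest mean in mature leaves. Where the other 12 libraries formed 1 group, 45 of the 79 were called.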

In both cases, the greatest enrichment was observed for phenyl propanoid biosynthesis, glycerolipid metabolism, galactose metabolism, pentose and glucuronate interconversions, glycosphingolipid biosynthesis, and glycolysis and gluconeogenesis pathways, which supply the necessary substances for the growth and development of these tissues. However, unigenes involved in plant hormone signal transduction, flavonoid and terpenoid biosynthesis and metabolism were detected at significant levels in ML samples, which might contribute to the numbing taste and peppery flavour of the leaves of *Z. armatum*. Additionally, 18 significant KEGG pathways were identified in the Fr samples, most of which were enriched in terpenoid, alkaloid and flavonoid biosynthesis. These unigenes might be the main source of the special numbing taste of the fruits of *Z. armatum*.

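In the flavonoid biosynthesis row of Table S5 for mature leaves, all 11 unigenes were called, 1 higher and 10 lower in mature leaves than in the other organs. The 3 unigenes of sesquiterpenoid and triterpenoid biosynthesis were all lower. In limonene and pinene degradation all 4 were higher, and of the 4 in carotenoid biosynthesis 1 was higher and 1 lower. The row of plant hormone signal transduction listed 28 unigenes, of which 20 were in the copy used here, and was left out.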

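For fruits, 17 of the 18 rows of Table S5 were complete in the copy used here, with 41 different unigenes. Of these 39 were called organ-specific, 37 higher and 2 lower in fruits, and the mean was highest in fruits for 38. All 7 unigenes of terpenoid backbone biosynthesis, both of monoterpenoid biosynthesis, all 3 of indole alkaloid biosynthesis and all 3 of flavonoid biosynthesis were higher in fruits. In glucosinolate biosynthesis 1 of the 2 unigenes was called, and it was lower. Against the unscaled sum of the other organs, 14 of the 41 were called. From the pathways enriched in fruits, the paper proposes that the numbing taste might come mainly from these unigenes.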

### Identification and characterization of genes involved in terpenoid biosynthesis

The analysis of differentially expressed genes (DEGs) was carried out in the five major organs of *Z. armatum*. To comprehensively reveal the key genes associated with the special numbing taste in the fruits of *Z. armatum*, genes with a *p* value < 0.05 and a |log2(fold change)| >1 identified by EdgeR were regarded as DEGs in the comparisons of fruit samples and other organs (Fr vs. Ro, Fr vs. St, Fr vs. LB, and Fr vs. ML). As a result, a total of 3091 DEGs were co-detected in all four comparisons (Fig. 2a), 1625 of which were co-screened and found to be upregulated in all four comparisons (Fig. 2b), whereas 251 of which were co-identified and found to be downregulated in all four comparisons (Fig. 2c). 

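Between fruits and roots, 10175 unigenes were higher in fruits and 9296 lower at the thresholds for DEGs. The numbers were 6816 and 6101 against stems, 8016 and 8691 against leaf buds, and 7032 and 8030 against mature leaves. In all 4 comparisons 3420 unigenes were called, 1395 of them higher and 408 lower in fruits each time (1803 together), and 1617 higher in some comparisons and lower in others. Every fruit library lay above every library of the other organs for 1391 of the 1395 unigenes, and below for 378 of the 408. For unselected unigenes chance places all 3 fruit libraries above the other 12 in 0.22% of cases, but these unigenes were selected by their calls, so this share is no test of them. The weakest of the 4 log2 fold changes of the 1395 unigenes had a median of 2.12 (quartiles 1.43 and 3.41) and was over 5 for 177. Since the 4 comparisons share the fruit libraries, 15 libraries were also simulated without any difference between organs. In 10 simulations edgeR's quasi-likelihood test called 0 unigenes in all 4 comparisons, against a mean of 27.1 and a maximum of 43 at an unadjusted p under 0.05.
The threshold moved these numbers most. At an absolute log2 fold change over 2, 1290 unigenes were called in all 4 comparisons, 751 higher and 140 lower. Normalization shifted the balance of directions. With library totals alone, an alternative chosen after seeing the data, 36.8% of the DEGs against roots were higher in fruits in place of 52.3%, 39.1% in place of 52.8% against stems, and 30.7% in place of 48.0% against leaf buds. Against mature leaves the share was 52.6% in place of 46.7%. With TMM factors and only the 6 libraries compared in each fit, it was 45.9% against roots and 49.2% against stems. Without any 1 leaf bud library, or without stem replicate 1 or 3, it was between 47.8% and 48.3% against roots. From the unigenes that were higher in all 4 comparisons, the paper went on to the genes it relates to the numbing taste.

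**Figure D3:**
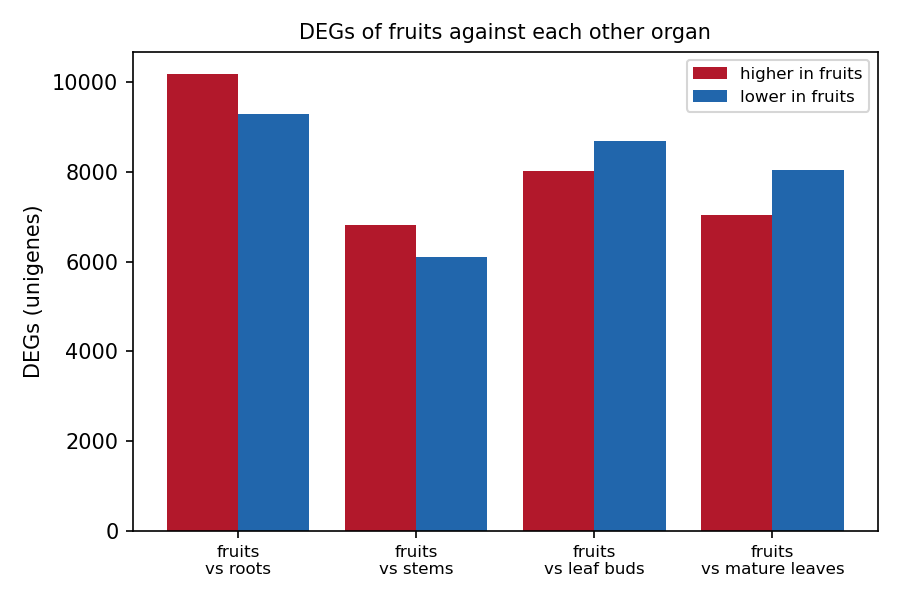
Number of DEGs higher (red bars) and lower (blue bars) in fruits than in each other organ. The comparison with roots has the most DEGs, 19471, and that with stems the fewest, 12917.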

The KEGG enrichment analysis showed that the downregulated DEGs were mainly related to plant hormone signal transduction and amino and sugar metabolism pathways (Additional file 14: Table S6). However, most of the upregulated DEGs were significantly enriched in terpenoid, alkaloid, flavonoid and fatty acid biosynthesis and metabolism (Fig. 2d, Additional file 14: Table S6). Thus, the following analysis was mainly focused on the upregulated unigenes to explore the genetic information associated with the special numbing taste in *Z. armatum*.

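The 8 rows that Table S6 gives for downregulated DEGs were complete and held 19 different unigenes. All 19 were lower in fruits in each of the 4 comparisons. They included all 10 unigenes of plant hormone signal transduction and all 3 of amino sugar and nucleotide sugar metabolism. With only the 6 libraries compared in each fit, 18 of the 19 were called.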

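For upregulated DEGs, 25 of the 28 rows of Table S6 were complete in the copy used here, with 132 different unigenes. Of these 120 were called higher in fruits in all 4 comparisons, and 129 had a positive log2 fold change in all 4. The calls covered 13 of 14 unigenes of fatty acid biosynthesis, 5 of 6 of fatty acid elongation, 8 of 10 of the biosynthesis of unsaturated fatty acids, 9 of 9 of flavonoid biosynthesis, 5 of 5 of sesquiterpenoid and triterpenoid biosynthesis, 6 of 6 of isoquinoline alkaloid biosynthesis and 3 of 3 of indole alkaloid biosynthesis. In alpha-linolenic acid metabolism 8 of 12 were called. The row of terpenoid backbone biosynthesis listed 32 unigenes, of which 19 were in the copy used here, and was left out. These rows were selected by the authors on the same libraries, so the tally is not independent evidence.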

**Fig. 2:**
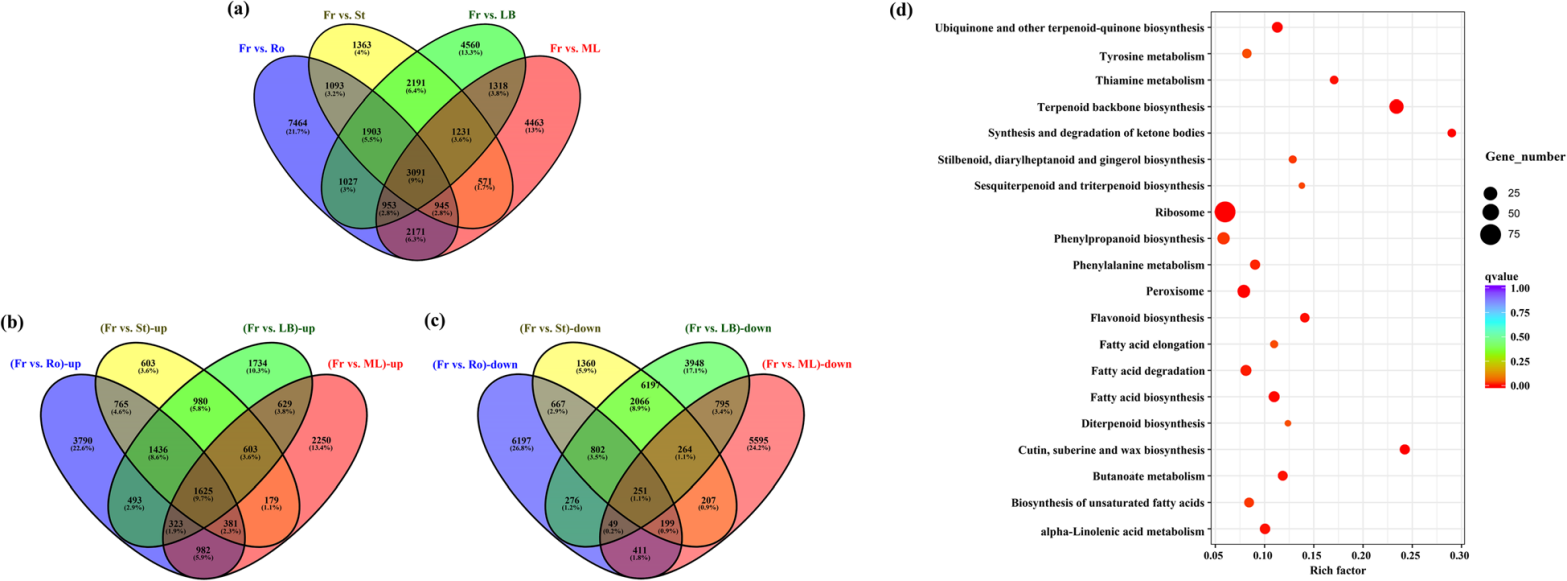
The DEGs analysis to screen the specific unigenes in fruit samples of *Z. armatum*. **a** the venny diagram of the DEGs detected in each comparison. **b** the venny diagram of the DEGs only up-regulated in fruit samples. **c** the venny diagram of the DEGs only down-regulated in fruit samples. **d** the statistics of KEGG pathway enrichment involved in DEGs only up-regulated in fruit samples. The Rich factor indicated the percentages of DEGs belong to the corresponding pathway. The sizes of bubble represent the number of DEGs in the corresponding pathway, and the colors of the bubble represent the enrichment q value of the corresponding pathway

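The terpenoid list of Table S7 held 47 unigenes in the copy used here, where the paper's number is 53. Of the 47, 46 were higher in fruits in all 4 comparisons, and 46 adjusted over the list alone. The paper chose the list on these libraries, so neither number is independent evidence. The weakest of the 4 log2 fold changes had a median of 2.75 over the list and reached 7.42 for Cluster-12235.42010. The remaining unigene, Cluster-12235.55811, had a log2 fold change of 0.992 against mature leaves (standard error 0.305, adjusted p = 0.0122 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), just under the threshold of 1. Every fruit library lay above every library of the other organs for all 47. With DESeq2's size factors, or without the low-count filter, all 47 were called, and with a filter of at least 1 CPM in 3 libraries 45 were.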

In total, 53 DEGs were identified as candidate unigenes for 12 enzymes involved in terpenoid biosynthesis, and their expression values in the five major organs and TAIR10 annotations are shown in (Additional file 15: Table S7) and **(**Additional file 16: Table S8). These enzymes constituted two independent subpathways upstream of the terpenoid biosynthesis pathway (Fig. 3a), both of which utilize glycolysis to obtain the initial substrate for producing dimethylallyl diphosphate (dimethylallyl-*PP*). Then, dimethylallyl-*PP* is used to generate monoterpenoids, diterpenoids, triterpenoids, and other terpenoid compounds [14], which are the main aromatic substances involved in the special numbing taste in the fruits of *Z. armatum* [10]. 

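Gene names of the terpenoid unigenes were taken from the paper. MVK1 (Cluster-12235.37800) of the mevalonate pathway had 8.19 ± 0.936 FPKM in fruits (SD, n = 3) and between 2.28 and 4.72 FPKM on average in the other organs. Its smallest log2 fold change, against leaf buds, was 1.15 (standard error 0.215, adjusted p = 0.000149 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PMVK (Cluster-12235.28045) had 12.2 ± 1.2 FPKM in fruits (SD, n = 3), with log2 fold changes between 1.03 and 1.17, close to the threshold of 1. Without fruit replicate 2 its log2 fold change was 0.983 against stems and 0.969 against mature leaves. Without mature leaf replicate 1 it was 0.999 against mature leaves, and with a filter of at least 1 CPM in 3 libraries 0.998.
In the methylerythritol phosphate (MEP) pathway the differences were larger for the DXS unigenes. Cluster-12235.46034 had 309.9 ± 37.6 FPKM in fruits (SD, n = 3) and between 4.72 and 13.7 FPKM on average elsewhere. Its log2 fold change was 4.86 against leaf buds (standard error 0.153, adjusted p = 1.82e-15 from the same edgeR test) and 5.92 against mature leaves. Cluster-12235.38535 had 277 ± 54.9 FPKM in fruits (SD, n = 3), with log2 fold changes between 5.03 and 7.86. These are uncertain where similar DXS unigenes share fragments. ISPE (Cluster-12235.31323) and GCPE (Cluster-12235.41588) were least changed against mature leaves, by log2 fold changes of 1.07 and 1.43.
GGPPS12 (Cluster-12235.40340) had 690.4 ± 73.8 FPKM in fruits (SD, n = 3) and 5.61 ± 1.56 in leaf buds (SD, n = 3). It had 0 counts in roots, and against a floor of 3 counts over the root libraries it was at least 20594-fold higher in fruits. TPS03 (Cluster-12235.42010) had 1242 ± 122 FPKM in fruits (SD, n = 3) and at most 9.31 ± 1.4 in another organ, leaf buds. Against leaf buds its log2 fold change had a standard error of 0.225 (adjusted p = 1.07e-15 from the same edgeR test). With 157629 counts in fruits and 3 in roots, the ratio between these organs was 60797, with a 95% Poisson interval of 20804 to 294809 that covers counting error only. Each of these 8 unigenes was higher in every fruit library than in any other library.

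**Figure D4:**
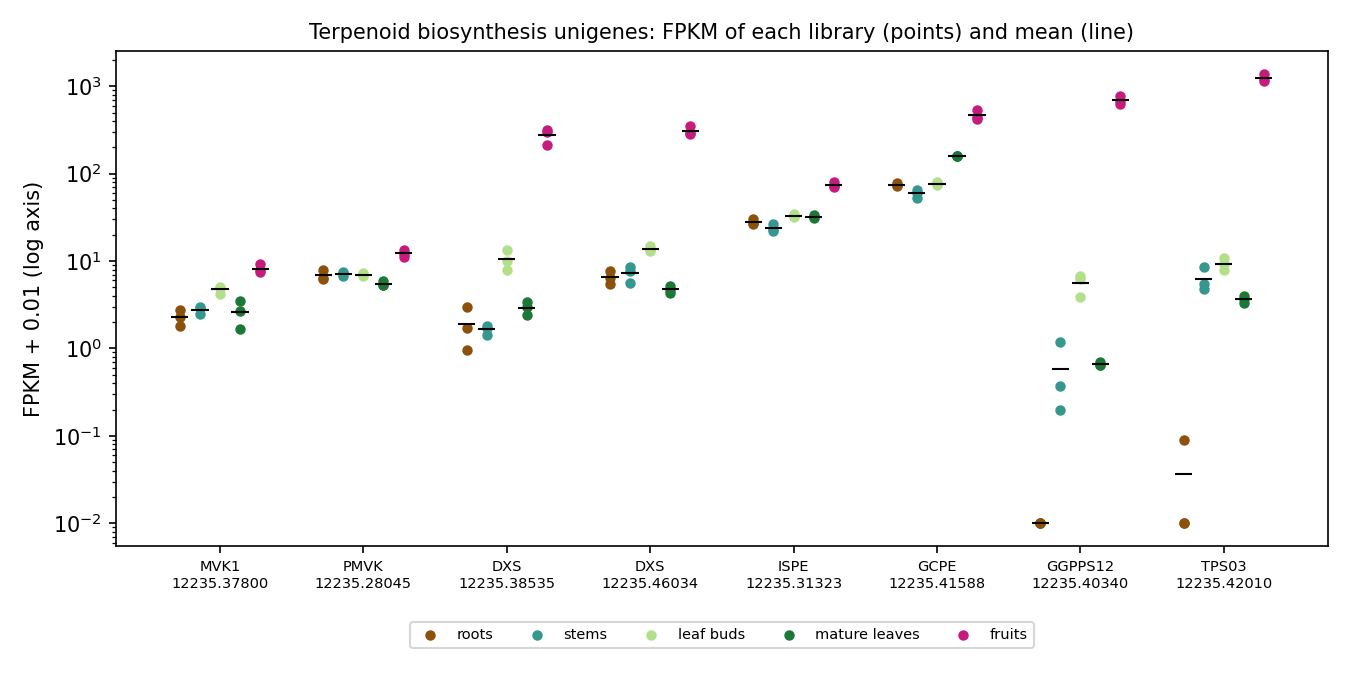
FPKM of the 8 terpenoid unigenes in each library (points) and the mean of each organ (lines), on a log axis to which 0.01 was added so that zeros can be drawn. The 3 fruit points lie above all others for each unigene, most closely for PMVK, whose mean was 12.2 FPKM in fruits and 7.19 in stems.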

In the present study, the results showed that almost all genes involved in terpenoid backbone biosynthesis were differentially expressed genes and detected at significant levels in the fruit samples (Fig. 3a).

**Fig. 3:**
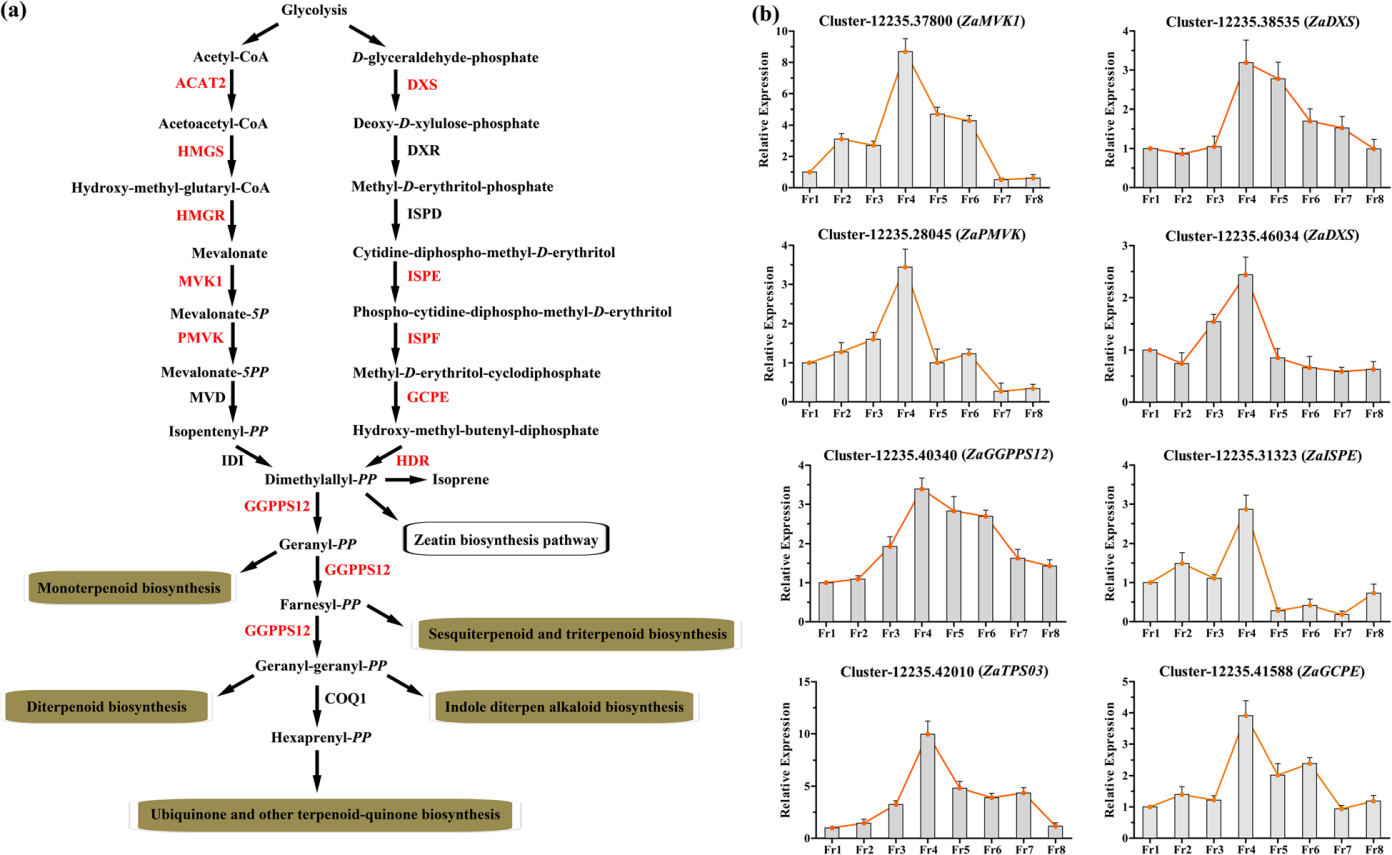
The identification of genes in the pathway of terpenoid biosynthesis based on the transcriptome of *Z. armatum*. **a** the regulatory cascade of terpenoid biosynthesis pathway. Red fonts indicates the homologous differential expressed genes significantly up-regulated in this study and they were abbreviated as follows: ACAT2, Acetoacetyl-CoA Thiolase 2; HMGS, Hydroxy-methyl-glutaryl-CoA Synthase; HMGR, Hydroxy-methyl-glutaryl-CoA Reductase; MVK1, Mevalonate Kinase 1; PMVK, Phosphomevalonate Kinase; DXS, Deoxy-D-Xylulose 5-Phosphate Synthase; ISPE, Diphosphocytidyl-methyl-D-erythritol Kinase; ISPF, Isoprenoid F; GCPE, Hydroxy-methylbut-enyl Diphosphate Synthase; HDR, Hydroxy-methylbut-enyl Diphosphate Reductase; GGPPS12, Geranylgeranyl diphosphate synthase 12. **b** the relative expression of the DEGs during fruit development and maturation process. The Fr1 was used as the control sample

To further characterize the functional properties of these DEGs, some of the DEGs were selected to perform qRT-PCR detection during fruit development and maturation. A total of eight fruit samples were collected to investigate these genes (Additional file 17: Figure S10): in Fr1, 5 days after fertilization, the fruit was green-yellowish with a smooth surface; in Fr2, 15 days after fertilization, the fruit was oval with some slightly concave and transparent speckling on the surface; in Fr3, 28 days after fertilization, the fruit was green and grew rapidly; in Fr4, 40 days after fertilization, the fruit was further expanded with obvious speckles; in Fr5, 50 days after fertilization, the fruit gradually stopped expanding, and inclusions began to accumulate within the speckles; in Fr6, 62 days after fertilization, the fruit was dark green, and significant speckles accumulated additional inclusions; in Fr7, 75 days after fertilization, the fruit gradually matured and exhibited many inclusions within speckles; and in Fr8, 85 days after fertilization, the fruit was completely mature, and the special numbing taste was fully developed.

Two unigenes, Cluster-12,235.37800 and Cluster-12,235.28045, were annotated to mevalonate kinase 1 (*MVK1*) and phosphomevalonate kinase (*PMVK*), respectively, which belong to the MVA pathway and play rate-determining roles in the production of mevalonate-*5PP*. The results showed that both of these unigenes were significantly upregulated in the Fr4 stage but showed lower expression in the preceding and the subsequent stages of fruit development and maturation, especially in the Fr7 and Fr8 stages. Cluster-12,235.38535 and Cluster-12,235.46034 were annotated to deoxy-*D*-xylulose phosphate synthase (*DXS*), which catalyses the initial step in the transformation of *D*-glyceraldehyde-phosphate into deoxy-*D*-xylulose-phosphate in the MEP pathway. The results showed that both of these unigenes were significantly upregulated in the Fr4 stage but downregulated in the preceding and subsequent stages of fruit development and maturation (Fig. 3b). Additionally, unigenes involved in two enzymes in the MEP pathway, Cluster-12,235.31323 (*ZaISPE*) and Cluster-12,235.41588 (*ZaGCPE*), presented similar expression patterns in the fruit development and maturation stages. Moreover, Cluster-12,235.40340, a key unigene annotated to geranyl-geranyl diphosphate synthase 12 (*GGPPS12*), which generates important substrates associated with the biosynthesis of various terpenoid compounds, presented gradual up-regulation from the Fr1 to Fr4 stages, whereas it was significantly downregulated in the Fr4 to Fr8 stages. A consistent result was that *ZaTPS03* (Cluster-12,235.42010) was exclusively upregulated in Fr4 samples of *Z. armatum*; this unigene is related to the catalysis of the production of (R)-limonene as well as other related compounds using geranyl-*PP* via the monoterpenoid biosynthesis process. These results indicated that the Fr4 stage could be the core period for the initiation of terpenoid compound biosynthesis and the accumulation of these compounds in the fruit development and maturation process of *Z. armatum*.

### Identification and characterization of genes involved in fatty acid biosynthesis

Based on KEGG enrichment, a total of 20 DEGs were screened and annotated to fatty acid biosynthesis and elongation processes (Additional file 14: Table S6, Fig. 2d). 

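Of the 20 unigenes that Table S7 gives for fatty acid biosynthesis and elongation, 18 were called higher in fruits in all 4 comparisons, and 18 adjusted over the list alone, which the paper chose on these libraries. All 20 had positive log2 fold changes with an adjusted p under 0.05 in each comparison, and every fruit library lay above every other library. The other 2 fell short of a log2 fold change of 1 against mature leaves. Cluster-12235.44635 (AAE16) reached 0.994 (standard error 0.0946, adjusted p = 2.61e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Cluster-12235.48777 (KCS1) reached 0.955. The median over the list of the weakest log2 fold change was 1.40. With only the 6 libraries compared in each fit, all 20 were called.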

The expression values of these candidate unigenes in the five major organs and their TAIR10 annotations are shown in (Additional file 15: Table S7) and (Additional file 16: Table S8). Moreover, all 20 DEGs were only associated with six subfamilies, including the ACP desaturase 5 (*AAD5*), acyl-activating enzyme 16 (*AAE16*), ketoacyl-ACP synthetase II (*KASII*), long-chain acyl-CoA synthase (*LACS*), ketoacyl-CoA synthase (*KCS*), and oxoacyl-acyl-carrier protein reductase (*FabG*) subfamilies, for which homologous *Arabidopsis* sequences were not identified in the TAIR10 protein database. Additionally, *KASII*, *FabG*, and *AAD5* were significantly involved in fatty acid biosynthesis pathways (Fig. 4a), whereas *LACS* and *KCS* were mainly associated with long-chain fatty acid biosynthetic and metabolic processes (Additional file 16: Table S8).

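KASII (Cluster-12235.36948) had 100.5 ± 6.18 FPKM in fruits (SD, n = 3) and between 33.6 and 50.0 FPKM on average in the other organs. Its log2 fold change was smallest against stems, at 1.29 (standard error 0.0895, adjusted p = 2.2e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and largest against roots, at 1.69. For FabG the paper's running text prints the identifier of KASII. FabG, which is Cluster-12235.39459 in Table S8, had 38.1 ± 4.01 FPKM in fruits (SD, n = 3) and 16.5 ± 0.792 in leaf buds (SD, n = 3). From TMM-normalized counts, its log2 fold change against leaf buds was 1.57 (standard error 0.142, adjusted p = 9.74e-09 from the same test). Of the AAD5 unigenes, Cluster-12235.43479 had 96.2 ± 6.11 FPKM in fruits (SD, n = 3), with log2 fold changes of at least 1.84, against leaf buds. Cluster-12235.42753 had 399 ± 133 FPKM in fruits (SD, n = 3), 30.0 ± 2.87 in roots (SD, n = 3) and 0.56 ± 0.2 in mature leaves (SD, n = 3). Its log2 fold change was 4.05 against roots and 9.34 against mature leaves, and is uncertain where both AAD5 unigenes share fragments.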

**Fig. 4:**
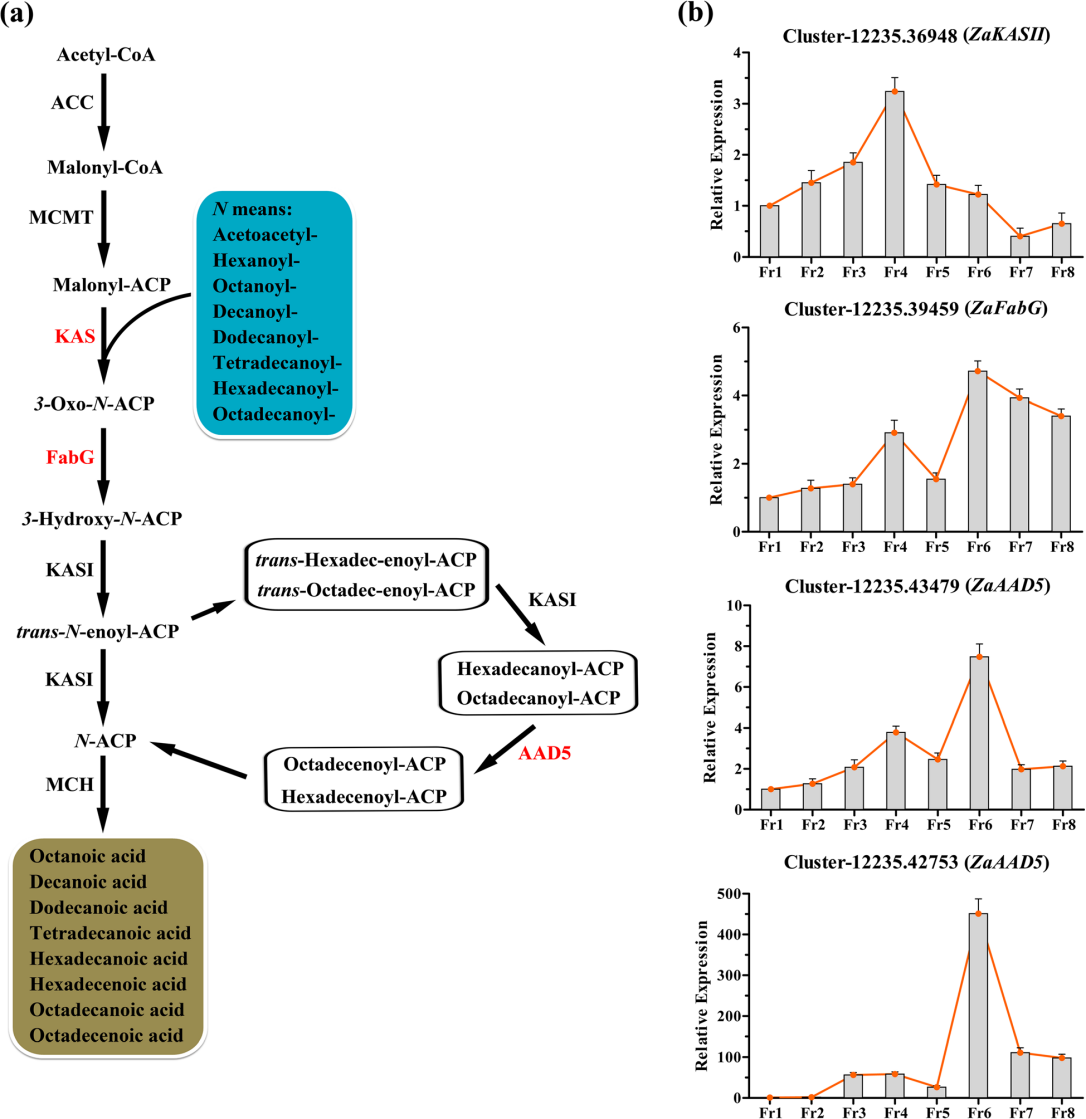
The identification of genes in the pathway of fatty acid biosynthesis based on the transcriptome of *Z. armatum*. **a** the regulatory cascade of fatty acid biosynthesis pathway. Red fonts indicates the homologous differential expressed genes significantly up-regulated in this study and they were abbreviated as follows and they were abbreviated as follows: ACP, acyl carrier protein; KASII, Ketoacyl-ACP Synthase II; FabG, Oxoacyl-acyl-carrier Protein Reductase; AAD5, ACP Desaturase 5. **b** the relative expression of the DEGs during fruit development and maturation process. The Fr1 was used as the control sample

Furthermore, *ZaKASII* (Cluster-12,235.36948), a key synthetase related to the elongation of 16-carbon palmitoyl-ACP to produce 18-carbon stearoyl-ACP, was significantly upregulated in the Fr4 stage (Fig. 4b) but presented relatively low expression in the preceding and subsequent stages, especially in the fruit maturation process (Fr7-Fr8). However, Cluster-12,235.36948, annotatedto *FabG*, which reduces3-Oxo-*N*-ACP to form 3-hydroxy-*N*-ACP, was not only upregulated in the Fr4 stage but also showed higher expression in the Fr6-Fr8 stages. It is worth noting that two unigenes annotated to *ZaAAD5*, Cluster-12,235.43479 and Cluster-12,235.42753, showed similar patterns and were exclusively upregulated in the Fr6 stage. Both of these unigenes are involved in important reactions in the formation of long-chain unsaturated fatty acids.

### Identification and characterization of genes involved in fatty acid degradation

A total of 168 unigenes were annotated to fatty acid degradation pathways in the transcriptome database analysed in the present study, and 14 DEGs were screened and found to be significantly upregulated in fruit samples according to KEGG enrichment analysis (Additional file 14:Table S6, Fig. 2d). 

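Of the 14 unigenes that Table S7 gives for fatty acid degradation, 11 were called higher in fruits in all 4 comparisons, and 11 adjusted over the list alone. The paper chose this list on the same libraries, so neither number is independent evidence. The other 3 were over the threshold against roots, stems and leaf buds, and between 0.994 and 0.998 on the log2 scale against mature leaves. The weakest log2 fold change had a median of 1.34 over the list. With DESeq2's size factors, without the low-count filter, with DESeq2's Wald test or with only the 6 libraries compared in each fit, all 14 were called. Every fruit library was above every library of the other organs for all 14.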

The expression values of these candidate DEGs in the five major organs and their TAIR10 annotations are also listed in (Additional file 15: Table S7) and **(**Additional file 16: Table S8). Interestingly, the major pathway of fatty acid degradation was beta-oxidation catabolism, and the main enzymes involved in each step were identified in our DEG profiles, which included long-chain acyl-CoA synthase (*LACS*), acyl-CoA oxidase (*ACX*), multifunctional protein 2 (*MFP2*), hydroxyacyl-CoA dehydrogenase (*HADH*), ketoacyl-CoA thiolase (*KAT*) and acetoacetyl-CoA thiolase 2 (*ACAT2*) (Fig. 5a).

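LACS1 (Cluster-12235.45063) had 53.2 ± 7.35 FPKM in fruits (SD, n = 3) and 2.07 ± 0.172 in roots (SD, n = 3). In TMM-normalized counts its log2 fold change against roots was 4.99 (standard error 0.149, adjusted p = 2.49e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its smallest log2 fold change was 1.28, against leaf buds. LACS6 (Cluster-12235.44155) had 97.3 ± 18.6 FPKM in fruits (SD, n = 3), with log2 fold changes between 2.11 and 3.32. For LACS1 and LACS6 the paper's running text prints the identifier of an AAD5 unigene. Those of its figures and supplementary tables were used here. MFP2 (Cluster-12235.50349) had 82.5 ± 3.98 FPKM in fruits (SD, n = 3) and 2.40 ± 0.42 in mature leaves (SD, n = 3), and ACAT2 (Cluster-12235.42348) had 202 ± 12 in fruits (SD, n = 3) and 120.1 ± 2.48 in leaf buds (SD, n = 3). The differences from mature leaves, though not those from every organ, were smaller for ACX3 (Cluster-12235.39988) and KATII (Cluster-12235.55699). Against mature leaves, ACX3 had a log2 fold change of 0.996 (standard error 0.0895, adjusted p = 1.1e-08 from the same edgeR test) and KATII one of 0.998 (standard error 0.157, adjusted p = 2.4e-05 from the same edgeR test). Both passed 1 against mature leaves with DESeq2's size factors, at 1.02 and 1.03, and in several fits with 1 library left out, such as that without fruit replicate 1, at 1.03 and 1.04. The paper states that beta-oxidation was the major route of fatty acid degradation.

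**Figure D5:**
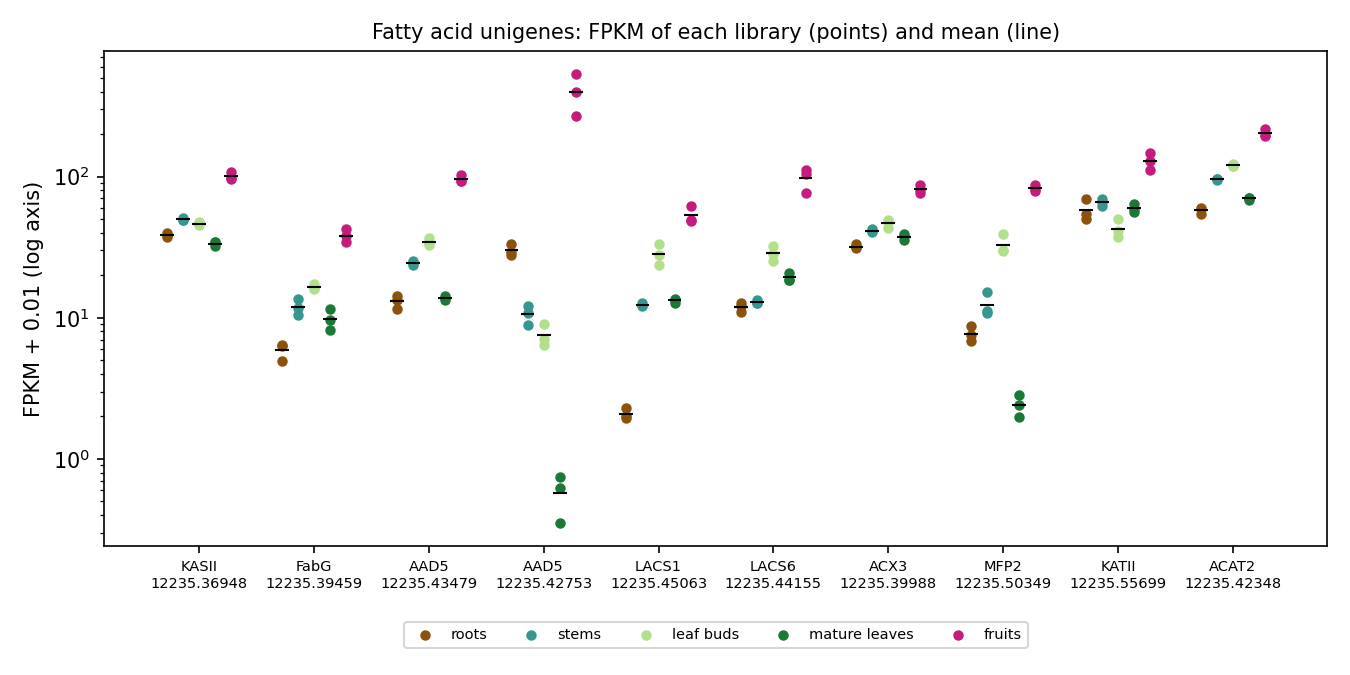
FPKM of 10 fatty acid unigenes in each library (points) and the mean of each organ (lines), on a log axis to which 0.01 was added. Fruit points lie above all others for each unigene; for ACX3 the mean was 81.3 FPKM in fruits and 46.6 in leaf buds.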

**Fig. 5:**
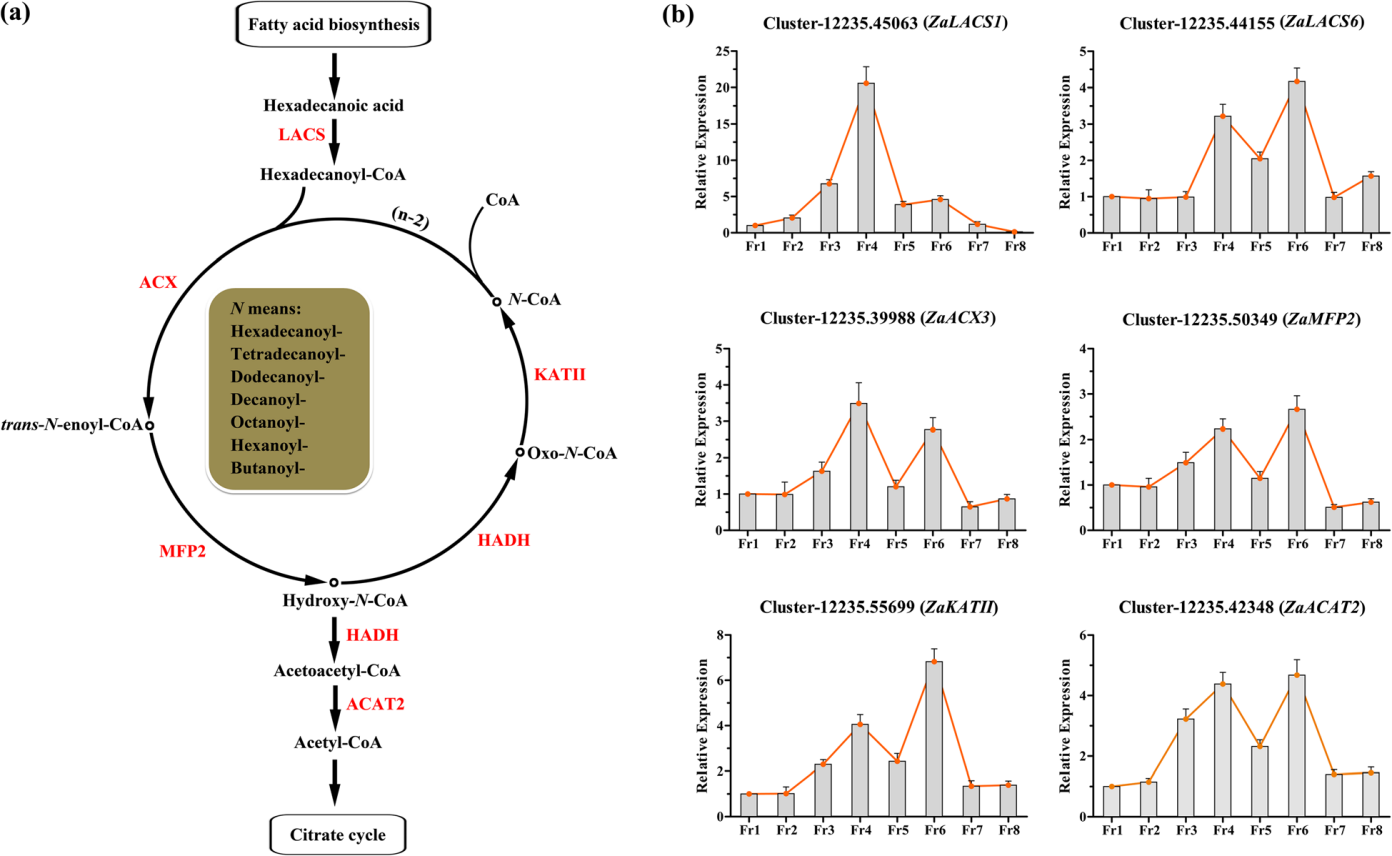
The identification of genes in the pathway of fatty acid degradation based on the transcriptome of *Z. armatum*. **a** the regulatory cascade of fatty acid degradation pathway. Red fonts indicates the homologous differential expressed genes significantly up-regulated in this study and they were abbreviated as follows: LACS, Long-chain Acyl-CoA Synthetase; ACX3, Acyl-CoA Oxidase 3; MFP2, Multi-functional Protein 2; HADH, Hydroxyacyl-CoA Dehydrogenase; KATII, Ketoacyl-CoA Thiolase II; ACAT2, Acetoacetyl-CoA Thiolase 2. **b** the relative expression of the DEGs during fruit development and maturation process. The Fr1 was used as the control sample

The two *LACS* genes were investigated in the present study, whose encoded proteins catalyse the initial reactions of the fatty acid degradation process. Cluster-12,235.42753, annotated to *ZaLACS1*, was only very significantly upregulated in the Fr4 stage (Fig. 5b), whereas Cluster-12,235.42753 (*ZaLACS6*) was not only upregulated in the Fr4 stage but was also highly expressed in the Fr6 stage. Similar results were obtained for *ZaACX3* (Cluster-12,235.39988) and *ZaMFP2* (Cluster-12,235.50349), which catalyse the first and second reactions of fatty acid *β*-oxidation, respectively, and presented two peaks of upregulation (Fr4 and Fr6). Additionally, their downstream oxidase, *ZaKATII* (Cluster-12,235.55699), which generates and releases CoA, was distinctively upregulated in the Fr4 and Fr6 stages. Additionally, *ZaACAT2* (Cluster-12,235.42348), which is involved in a key step in the transformation of acetoacetyl-CoA into acetyl-CoA, was still highly expressed in the Fr4 and Fr6 stages of *Z. armatum*.

### qRT-PCR validation

To experimentally confirm the RNA-seq data, eight DEGs (with 21 terms) detected in Frvs. Ro, Frvs. St, Frvs.LB, Frvs.ML, LB*vs.* Ro, ML*vs.*LB, ML*vs.* Ro, and ML*vs.* St were tested by qRT-PCR (Additional file 18: Table S9). These genes were randomly selected based on their high fold changes indicating their crucial functions identified in this study. 

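Table S9 gives the RNA-seq side of 21 comparisons of 8 unigenes; the qRT-PCR values were not analysed here. In the fit over all libraries all 21 log2 fold changes had the sign that Table S9 gives, and all 21 passed the thresholds, 15 higher and 6 lower in the organ named first. Their absolute size lay between 4.07 and 17.66. Cluster-12235.42665, which Table S6 names as a chalcone synthase (CHS), had 384375 counts in fruits and 71 in leaf buds before normalization, and a fitted log2 fold change of 12.88 (standard error 0.316, adjusted p = 8.82e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had 5276 ± 1308 FPKM in fruits (SD, n = 3). For Cluster-12235.42500, named AAS in Table S8, the log2 fold change between mature leaves and stems was -4.07 (standard error 0.785, adjusted p = 0.000177 from the same edgeR test), on 5 and 124 counts. An organ had at most 3 counts in 11 of the 21 comparisons, where the fitted value depends on the prior count. The median absolute difference from Table S9 was 0.20 on the log2 scale over all 21, and 0.13 over the other 10.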

The results for all of these genes were consistent and showed the same trend of up- or downregulation between the qRT-PCR and the RNA-seq platform (Additional file 19: Figure S11). The correlation coefficient for the two expression measurements was 0.8059 between these 24 terms (*R*^2^ = 0.8059). In summary, the results suggested that our transcriptome data accurately reflected the expression patterns of most genes in *Z. armatum*.

## Discussion

In the present study, the five major organs of *Z. armatum* were collected to construct a comprehensive transcriptome dataset with abundant genetic information using the Illumina HiSeq™ 4000 platform in *Z. armatum*. All the unigenes were subjected to BLASTx searches to characterize their gene functions against five public databases, and the species distribution of the NR BLASTx matches showed that *Z. armatum* was presents a close relationship to *Citrus* species. In fact, both *Citrus* and *Zanthoxylum* belong to Rutaceae [25]. The consistent results indicated that *Zanthoxylum* is a relatively recent species that is predicted to have diverged from *Citrus* 36.5–37.7 million years ago [1, 26].

Additionally, the present study showed that at least 9–12 repeats were detectable for monomer nucleotide SSRs, whereas the di- to hexanucleotide SSRs were explored mostly in the context of 5 to 8 repeats. These results indicated that more repeats were likely to be detected for repeat types with fewer nucleotides, which is consistent with reported studies in various plants [27], and the types of SSRs are affected by the selective pressure on different genes [28]. In summary, a large number of molecular markers were detected in the present study, indicating that high variation might exist in *Z. armatum.* In a previous study, 11 pairs of primers were used to clearly distinguish *Zanthoxylum bungeanum* (red Sichuan pepper) from *Zanthoxylum armatum* (green Sichuan pepper), even differentiating various cultivars [1]. The molecular markers screened in the present study provide rich information and could contribute to the improvement of a molecular marker database that can be used for revealing high polymorphism and multiple alleles and for marker-assisted selection breeding in *Zanthoxylum* species.

Additionally, this study identified a large number of organ-specific unigenes that were significantly associated with development and other biological processes. All the KEGG enrichments for each organ were consistent with previous studies showing that components responsible for the special numbing taste, including volatile oils, alkaloids, terpenoids, acid amide phenol components and so on [6, 7], accumulate at high levels in the fruits, leaves and roots of *Z*. *armatum* [8]. These results could also reveal many candidates and underlying specific promoters related to the special numbing taste, and further research could focus on confirming their molecular functions in model plants (such as *Arabidopsis thaliana*) and *Z. armatum* to provide more genetic information about these genes.

The fruit of *Z. armatum* is the main organ in which numbing taste-related compounds accumulate [8]. Thus, the present study screened DEGs related to terpenoid biosynthesis and fatty acid biosynthesis in the comparisons of fruit samples with other organs (Fr *vs*. Ro, Fr *vs*. St, Fr *vs*. LB, and Fr *vs*. ML). This approach identified 53 DEGs related to 12 enzymes involved in the terpenoid biosynthesis process, covering almost all of the important enzymes associated with terpenoid backbone biosynthesis. These results indicated that the fruit is a key location of the synthesis of terpenoid compounds in *Z. armatum*. Therefore, the eight samples were harvested to further identify their expression patterns in fruit development and maturation stages. Eight important candidate genes were selected for qRT-PCR analysis, including *ZaDXS*, *ZaISPE*, *ZaGCPE*, *ZaMVK1*, *ZaPMVK*, *ZaTPS03* and *ZaGGPPS12*. Two unigenes, Cluster-12,235.38535 and Cluster-12,235.46034, were annotated to deoxy-*D*-xylulose phosphate synthase (*DXS*), which is recognized as a rate-limiting enzyme that catalyses the first step in the MEP pathway [29]. The functions of *DXS* have been characterized in multiple plants. The overexpression of *LiDXS* from *Lilium* ‘Siberia’ substantially increases the diterpene content of tobacco [29]. Other studies have also reported that *DXS* plays a crucial role in the biosynthesis of the monoterpene precursor [30–33]. Additionally, *GbMVK* is highly expressed in the leaves, roots and stems of *Ginkgo biloba*, which is related to the production of the main active substance in terpene trilactone biosynthesis [34]. In the classical MVA pathway, PMVK can catalyse the transformation of mevalonate-*5P* into mevalonate-*5PP*, which is subsequently subjected to decarboxylation catalysed by mevalonate 5-diphosphate decarboxylase [14]. Recently, Henry et al. found that PMVK is a key regulatory hub in controlling the flux through the plant MVA pathway [14]. Moreover, Cluster-12,235.40340 was annotated to geranyl-geranyl diphosphate synthase 12 (*GGPPS12*). *GGPPS* is composed of an inactive small subunit and an active large subunit and generates important substrates associated with the biosynthesis of monoterpene compounds in various plants [35–37]. *ZaTPS03* (Cluster-12,235.42010) was also identified in this study, which related to a typical monoterpene synthase that catalyses the transformation GPP into limonene as well as other related compounds [22]. Previous studies have shown that *TPS* family members are the main contributors to the production of monoterpenes and sesquiterpenes in the plant kingdom [36]. In the present study, it was notable that all eight of these genes were significantly upregulated in the Fr4 stage but downregulated in the preceding and subsequent stages of fruit development and maturation. A consistent result was that terpenoids predominantly accumulated in the mid-developmental period of the fruit maturation process in *Zanthoxylum bungeanum* [22]. Similar expression patterns can be detected during fruit development in finger citron [38], tomato [39] and other species [40]. Considering the results of previous work and the present study together, we suggest that forty days after fertilization could be a core period for the initiation of the biosynthesis of terpenoid compounds and their accumulation in the fruit development and maturation process of *Z. armatum*. In further studies, a strategic approach will be to measure the concentrations of various terpenoid compounds in fruit differentiation stages via metabolomics analysis coupled with high-performance liquid chromatography (HPLC) fingerprinting [5, 41], and the functions of crucial genes could also be evaluated with transgenic methods to verify the present results in depth.

Finally, this study also screened 34 DEGs associated with fatty acid biosynthesis, elongation and degradation pathways from the 347 background unigenes in the present transcriptome dataset (Additional file 14: Table S6). 

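The lists of Table S7 for fatty acid biosynthesis and elongation and for fatty acid degradation overlap and hold 28 different unigenes. Of these 24 were called higher in fruits in all 4 comparisons, and of the 74 different unigenes in all 3 lists of Table S7, 69 were.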

According to the RNA-seq analysis, all of these DEGs were exclusively upregulated in fruit samples. Similarly, ten candidate genes were investigated for their expression patterns in fruit development and maturation stages. The function of *KASII* has been fully elucidatedin many different higher plants, and its main role is to catalyse the elongation of palmitoyl-ACP [42]. Four unigenes were annotated to *FabG* in the KEGG pathways, which can reduce 3-Oxo-*N*-ACP to form 3-hydroxy-*N*-ACP [43]. However, the genetic information and gene names of these unigenes were not annotated in the TAIR10 database. The family members of *AAD5*are responsible for long-chain unsaturated fatty acid biosynthesis and are predominantly expressed throughout seed developmental stages. The *aad5* mutation of *Arabidopsis* can cause a significant reduction in the concentration of C18:1 fatty acids [44]. The present study showed that *ZaKASII* was significantly upregulated in the Fr4 stage, whereas both *ZaAAD5* genes were exclusively upregulated in the Fr6 stage. Additionally, *ZaFabG* showed two expression peaks, not only being upregulated in the Fr4 stage but also showing high expression in the Fr6-Fr8 stages. DEGs related to the fatty acid degradation pathway were also identified in fruit development and maturation stages, including *ZaLACS*, *ZaACX3*, *ZaKATII* and *ZaACAT2*. Multiple studies have explored the genetic functions of these genes involved in fatty acid accumulation and degradation in *Arabidopsis thaliana* and other plants [45–48]. Additionally, *ACAT2* is typically related to terpenoid biosynthesis in the mevalonate pathway, where it can reversibly catalyse formation of acetyl-CoA from acetoacetyl-CoA [12]. It is worth noting that almost all of these genes exhibited two upregulation peaks in the Fr4 and Fr6 stages, except for *ZaLACS1,* which was only very significantly upregulated in the Fr4 stage. These results were consistent with the expression patterns of the genes in fatty acid biosynthesis pathways detected in this study (Figs. 4 and 5). In a previous study, genes related to fatty acid biosynthesis were grouped into two categories and detected in the early or later stages of seed development in tree peony [49]. Similarly, the coordinated regulation of multiple genes has been shown to promote the high accumulation of long-chain unsaturated fatty acids in the seeds of tea oil camellia [50], and consistent results have been obtained in *Brassica napus* [51, 52], *Glycine max* [53], and *Linum usitatissimum* [54]. Above all, the present results indicated that 40 days after fertilization could be a key point at which the first few steps of fatty acid biosynthesis are promoted in *Z. armatum*, and the subsequent reactions could be catalysed and completed in the stage occurring 62 days after fertilization, especially for long-chain fatty acid biosynthesis.

The present study only investigated the expression patterns of certain crucial candidate genes involved in terpenoid compound and fatty acid biosynthesis and metabolism. Further study could focus on identifying the relative expression levels of more genes related to the pathways of alkaloids, coumarins, acid amide phenol components and so on from the present transcriptome dataset. Additionally, a further study could be devoted to confirming the molecular functions of these genes via the overexpression of the genes driven by the 35S promoter and/or their silencing by hairpin RNAs in transgenic *Z. armatum* plants, which might reveal more genetic information underlying the regulatory mechanism associated with the special aromatic taste of *Z. armatum*.

## Conclusions

The present study achieved de novo transcriptome assembly for five major organs in *Z. armatum*. A total of 111,318 nonredundant unigenes were generated, with an average length of 1014 bp, 73,426 of which could be functionally annotated in at least one database. Additionally, a large number of SSRs were obtained to improve our understanding of the phylogeny and genetics of some important traits of *Z. armatum*. The organ-specific unigenes of the five major samples were screened and annotated via GO and KEGG enrichment analysis. Additionally, 1876 unigenes were found to be exclusively up- or downregulated in fruit samples, 53 of which were identified as candidate unigenes for 12 enzymes involved in terpenoid biosynthesis, 34 of which were significantly annotated to fatty acid biosynthesis, elongation and degradation pathways. Furthermore, qRT-PCR detection was conducted in eight fruit development and maturation stages. Forty days after fertilization could be a crucial period for the initiation of the biosynthesis of terpenoid compounds and their accumulation in the fruit development and maturation process of *Z. armatum*. However, the Fr4 stage could be a key point at which the upstream steps of fatty acid biosynthesis are promoted in *Z. armatum*, and the subsequent reactions could be significantly activated in the Fr6 stage, especially long-chain unsaturated fatty acid biosynthesis.

The present dataset provides a reference transcriptome for the genomic database of *Z. armatum* for future studies. To the best of our knowledge, this study is the first to perform a comprehensive analysis revealing the underlying genes related to the special numbing taste in *Z. armatum*. The assembled transcriptome profiles expand the available genetic information for *Z. armatum* and will contribute to gene functional studies, which will aid in the engineering of high-quality varieties of *Z. armatum*.

## Methods

### Plant material collection

Three-year-old *Z. armatum* planted at a forestry trial base of Sichuan Agricultural University (30.60°N, 103.65°E) in Chengdu City, Sichuan Province, China, was selected as the experimental material in the present study. The material has been authenticated by the Forestry Variety Certification Committee of Sichuan Province, and the deposition number is SV-ZA-002-2018. This improved variety, *Z. armatum* ‘Hanyuan putaoqing’, was bred by our coauthor Professor Wei Gong (from Sichuan Agricultural University). The trial site is located in a subtropical humid monsoon climate area, with an annual average sunshine of > 1160 h, mean annual rainfall of 1012 mm, and a mean annual temperature of 15.9 °C. Five organs, including the roots (Ro), stems (St), leaf buds (LB), mature leaves (ML) and fruits (Fr), were harvested for RNA-seq analysis in May 2019. These samples were collected at approximately 60 days after fertilization, when the fruits had reached full size and were rapidly accumulating aromatic compounds and fatty acids. Additionally, the fruit samples were harvested approximately every 10 days during fruit development and maturation from April to July (Additional file 17: Figure S10). In total, eight samples (Fr1 to Fr8) were obtained to investigate the genes associated with terpenoid compound and fatty acid metabolism in the present study. Each sample consisted of material collected from three individual plants, which was mixed together as a biological replicate, and three independent biological replicates were performed. All samples were flash frozen in liquid nitrogen and stored at − 80 °C until being used for RNA extraction.

### Total RNA extraction and transcriptome sequencing analysis

The total RNA of each sample was extracted separately using the Magen Plant RNA Kit (HiPure HP Plant RNA Mini Kit, Guangzhou) following the instructions of the manufacturer. The quality of the total RNA was investigated by using agarose gel electrophoresis and a Nanodrop 2100 spectrophotometer (Agilent, USA). The 15 cDNA libraries in this study (Ro_1, Ro_2, Ro_3, St_1, St_2, St_3, LB_1, LB_2, LB_3, ML_1, ML_2, ML_3, Fr_1, Fr_2, and Fr_3) were constructed and sequenced using the Illumina HiSeq™ 4000 (Illumina, USA) platform at Novegene Bioinformatics Technology Co. Ltd. (Beijing, China). Sequence adaptors, reads with more than 10% N bases and low-quality reads (Q phred ≤20 for > 50% read) were removed to obtain clean data according to the method described by Lv et al. [55]. After quality control procedures, the unigenes were de novo assembled using Trinity software [56]. All of the transcriptome data were used as a reference dataset to calculate the read count of each unigene among the samples and converted to the expected number of fragments per kilobase of transcript sequence per million base pairs sequenced (FPKM) as described by Trapnell et al. [57].

### Gene functional annotation and DEG analysis

To obtain comprehensive functional information, all unigenes were aligned by BLASTx to the NCBI nonredundant protein sequence (NR), NCBI nucleotide sequence (NT), Protein family (Pfam), KEGG Ortholog (KO) and euKaryotic Ortholog Groups (KOG) databases with a threshold E-value of 10^− 5^. Additionally, the functional annotation and classification of all the unigenes were also performed according to the Gene Ontology database (GO, http://www.geneontology.org/) and the Kyoto Encyclopedia of Genes and Genomes database (KEGG, https://www.kegg.jp/).

The differential expression analysis of the samples with three biological replications was conducted using edgeR [58]. The fold change (FC) is the gene expression difference between different samples. The organ-specific unigenes of the five major samples were screened according to a *q* value < 0.05 and |log2(fold change)| >5, and the differentially expressed genes (DEGs) between different samples were identified according to a *q* value < 0.05 and |log2(fold change)| >1. All of the up- or downregulated genes described in the present study are illustrated by the first comparison component. GOSeq and KOBAS software were used to estimate the statistical enrichment of DEGs in GO terms and KEGG pathways, respectively [59, 60]. A corrected *p*-value of 0.05 was set as the threshold for the significant enrichment of GO terms and KEGG pathways. BLASTx alignments were performed for the DEGs in the TAIR 10 database (https://www.arabidopsis.org/). The volcano plot and heat maps of the DEGs identified in this study were drawn with R software (R-2.15.3-win) according to the procedure described by Silva et al. [61].

### Identification of simple sequence repeats

The Perl script MISA was used to identify the simple sequence repeats (SSRs) according to the procedure described by Wang et al. [62]. Similar criteria to those employed in previous studies were used for the screening of high-quality SSRs in the five different samples collected in this study [20, 27].

### Quantitative real-time PCR analysis

To validate the transcriptome results, a total of eight DEGs (21 terms) detected in Fr*vs.* Ro, Fr*vs.* St, Fr*vs.*LB, Fr*vs.*ML, LB*vs.* Ro, ML*vs.*LB, ML*vs.* Ro, and ML*vs.* St were selected for quantitative real-time PCR (qRT-PCR) analysis using the same plant materials employed for RNA sequencing. These genes were randomly selected based on their high fold changes and crucial functions identified in this study (Additional file 18: Table S9). Three biological replicates were carried out for the different organ samples, with three technological replications for each gene. Moreover, the DEGs involved in terpenoid compound and fatty acid metabolism were selected for qRT-PCR analysis using eight samples related to fruit development and maturation. cDNA synthesis was performed using the PrimeScript® II First Strand cDNA Synthesis Kit (TaKaRa, Japan). The specific primers were designed with Primer Premier 5.0, and the amplified PCR products varied from 80 to 300 bp in length (Additional file 20: Table S10). qRT–PCR was performed in a Bio-Rad CFX96™ system (Bio-Rad, America) with SYBR Premix Ex Taq™ II (TaKaRa, Japan). *ZaUBQ* was selected as an internal control according to a previous study [2]. The 2^-ΔΔCt^ method was used to calculate the relative expression levels of the genes in different samples [63]. Fr1 (Fruit 1) was used as a control sample to estimate the relative expression of the DEGs associated with terpenoid compounds and fatty acid metabolism during the fruit development and maturation process in this study. GraphPad Prism 5 was used to draw the figures [64].

## Supplementary information

**Additional file 1: Table S1.** The quality of RNA extration.

**Additional file 2: Table S2.** Overview of the sequencing data of *Zanthoxylum armatum* transcriptome.

**Additional file 3: Figure S1.** The length distribution of transcripts (a) and unigenes (b). The inserts show the frequency distribution of the transcript length (a) and of the unigene length (b).

**Additional file 4: Table S3.** The summary of SSR in the total of unigenes.

**Additional file 5: Figure S2.** The overview of *Zanthoxylum armatum* transcriptome assembly and the characteristics of the homology search of unigenes. (a) e-value distributions of the best BLAST hits for each unigene against the NR database. (b) similarity distribution of the best BLAST hits for each unigene against the NR database. (c) venn diagram showing the BLAST searches of the *Zanthoxylum armatum* transcriptome against the five public databases. (d) species distribution of the best BLAST hit for each unigene against the NR database.

**Additional file 6: Figure S3.** Gene ontology distributions for the transcriptome of five major samples in *Z. armatum*. Main functional categories of the transcriptome related to plant physiology of the biological process, cellular component, and molecular function. The abscissas show the number of unigenes, and one unigene may be associated with different GO terms.

**Additional file 7 Figure S4.** The KEGG pathway for the transcriptome of five major samples in *Z. armatum*. The unigenes were divided into five clusters according to KEGG metabolism pathways, A: Cellular processes, B: Environmental information processing, C: Genetic information processing, D: Metabolism, E: Organismal systems.

**Additional file 8: Table S4.** KEGG annotation of nonredundant unigenes in *Zanthoxylum armatum*.

**Additional file 9: Figure S5.** Heat map representation and hierarchical clustering of putative genes involved in fatty acid metabolism pathways.

**Additional file 10: Figure S6.** Heat map representation and hierarchical clustering of putative genes involved in terpenoid compounds biosynthesis pathways.

**Additional file 11: Figure S7.** The pearson correlation coefficient (*R*^*2*^) was used to estimate the difference between the replicates of each tissue. 

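Squared, Pearson's r between replicates lay between 0.880, for root replicates 2 and 3, and 0.954, for stem replicates 1 and 2. Between replicates 1 and 2 it was 0.943 in fruits, 0.941 in mature leaves, 0.921 in leaf buds and 0.924 in roots.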

The number between these two samples is given in the plot. The color represents R value, which shows high correlation in blue between two samples, while low correlation in white.

**Additional file 12: Figure S8.** The volcano plot of differential expressed genes (DEGs) associated with organ-specific unigenes. (a)-(e) represent the organ-specific unigenes in Ro, St, LB, ML and Fr, respectively. The abscissa shown the fold change of DEGs in each comparison and the ordinate shows the significance of DEGs, *q* < 0.05. The red dot was up regulation, the blue dot was down regulation, and the green dot was not significant difference. (f) was the percentage of unigenes expressed in each organ.

**Additional file 13: Table S5.** The significant pathways of KEGG enrichment related to organ-specific unigenes in *Zanthoxylum armatum*.

**Additional file 14: Table S6.** The significant paythways of KEGG enrichment related to the unigenes only up- or down- regulation in fruit samples of *Zanthoxylum armatum*.

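Table S7 gives a mean and a standard deviation of FPKM in each organ for 74 different unigenes, 370 values of each kind. Computed from the deposited FPKM of the 3 replicates, all 370 means and all 370 standard deviations were within 0.01 of those in the table.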

**Additional file 15: Table S7.** The FPKM of the unigenes detected in the significant KEGG enrichment pathways of only up-regulation in fruit samples of *Zanthoxylum armatum*.

**Additional file 16: Table S8.** The TAIR annotation of the DEGs associated with terpenoid compounds and fatty acids biosynthesis and metabolism in fruit samples of *Zanthoxylum armatum*.

**Additional file 17: Figure S10.** The samples involved in fruit development and maturation in *Z. armatum*. (a)-(h) represent the samples collected from Fr1 to Fr8, respectively. All the fruit samples were harvested from April to July 2019. The bar is 2 mm.

**Additional file 18: Table S9.** The RNA-seq data of the DEGs selected for qRT-PCR validation.

**Additional file 19: Figure S11.** The correlation between qRT-PCR and RNA-seq data. Correlation between qRT-PCR and RNA-seq data of eight DEGs (21 terms) selected in Fr*vs.* Ro, Fr*vs.* St, Fr*vs.*LB, Fr*vs.*ML, LB*vs.* Ro, ML*vs.*LB, ML*vs.* Ro, and ML*vs.* St, including 6 down-regulation and 15 up-regulation. Pearson correlation coefficient = 0.8059 (*p* < 0.05).

**Additional file 20: Table S10.** The primers of qRT-PCR used for validation of expression trend in *Zanthoxylum armatum*.

## Data Availability

The data supporting the results presented in this article are included as additional files. All RNA-seq data in this study are archived in NCBI GEO database with the accession number GSE142491.

## Abbreviations

AAD5: ACP desaturase 5
ACAT2: Acetoacetyl-CoA thiolase 2
ACP: acyl carrier protein
ACX3: Acyl-CoA oxidase 3
DEG: Differential expressed genes
DXS: Deoxy-D-xylulose 5-phosphate synthase
FabG: Oxoacyl-acyl-carrier protein reductase
FC: Fold change
GCPE: Hydroxy-methylbut-enyl diphosphate synthase
GGPPS12: Geranylgeranyl diphosphate synthase
GO: Gene ontology
HADH: Hydroxyacyl-CoA dehydrogenase
HDR: Hydroxy-methylbut-enyl diphosphate reductase
HMGR: Hydroxy-methyl-glutaryl-CoA reductase
HMGS: Hydroxy-methyl-glutaryl-CoA synthase
ISPE: Diphosphocytidyl-methyl-D-erythritol kinase
ISPF: Isoprenoid F
KASII: Ketoacyl-ACP synthase II
KATII: Ketoacyl-CoA thiolase II
KEGG: Kyoto encyclopedia of genes and genomes
LACS: Long-chain acyl-CoA synthetase
MFP2: Multi-functional protein 2
MVK1: Mevalonate kinase 1
NCBI: National center for biotechnology information
PMVK: Phosphomevalonate Kinase
SNP: Single nucleotide polymorphism
SSR: Simple sequence repeats
TAIR: The Arabidopsis information resource
*Z*. *armatum*: *Zanthoxylum armatum*

How the deposited data were processed for this re-analysis (not part of the article)

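RNA-seq libraries of 5 organs of Zanthoxylum armatum (fruits, mature leaves, leaf buds, stems and roots) were analysed, 3 replicates of each, with 3 plants mixed per replicate at about 60 days after fertilization. The authors removed adapters and low-quality bases from paired-end Illumina reads, assembled the reads of all libraries with Trinity, and counted fragments on the unigenes of that assembly. For each library they deposited an estimated count per unigene, which need not be whole, and an FPKM value per unigene, which is relative to unigene length and to the fragments counted. Neither value was normalized between libraries beyond that. The program that aligned and counted the reads is not given in the sources used here, nor is its treatment of fragments that match several unigenes, so values of closely similar unigenes are uncertain. No genome was used, and unigenes are named by the identifiers of the deposited values. Gene names were taken from the text, figures and supplementary tables of the paper. The stem values carry another abbreviation inside the deposited tables than in the paper, and were assigned to stems by the sample labels.

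Estimated counts per library summed to between 18802274 and 24081708, with a median of 21591798. A count of 0 over the 3 libraries of an organ was read as a limit of 3 counts over their total effective library size, and ratios with 1 to 3 counts in an organ were given with an exact Poisson interval at a confidence level of 0.95. Such limits and intervals cover counting error only.

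Estimated counts were rounded to whole numbers and analysed with edgeR 4.0.16 in R 4.3.3: TMM normalization, the filterByExpr filter at its default settings (minimum count 10, minimum total count 15), estimation of the dispersion, and the quasi-likelihood F test. All 15 libraries entered 1 fit with 5 groups, which left 10 residual degrees of freedom, and the prior count for log2 fold changes was 0.125. P-values were adjusted by the Benjamini-Hochberg method over the 57488 unigenes tested. DEGs had an adjusted p under 0.05 and an absolute log2 fold change over 1, and organ-specific unigenes one over 5, as in the paper's methods, which name edgeR and a q value. For organ-specific unigenes, the 3 libraries of an organ were compared with 3 sums of the other organs' counts, with 1 fit per organ. The paper does not say which libraries entered each fit. Correlations between replicates were computed on log10(FPKM + 1). Lists from the paper's Tables S5, S6, S7 and S9 were compared with these calls. Several lists in Tables S4, S5 and S6 were held only in part, so no enrichment or set test was run, and rows held in part were left out.

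The unigenes named in the text were fixed by a rule set before the data were examined: every unigene that the paper names in its text, in Figs. 3b, 4b and 5b or in Table S9, whose values in Tables S7 and S9 had been seen; the 5 unigenes of the stem rows of Table S5; and, among the unigenes changed in the same direction in all 4 fruit comparisons with every fruit library outside the range of the others, the 2 with the largest and the 2 with the most negative weakest log2 fold change. Of the unigenes of Table S7 that missed a threshold, Cluster-12235.55811, Cluster-12235.44635 and Cluster-12235.48777 fall outside this rule. So do Cluster-12235.64198 of the monoterpenoid list of Table S4 and the most abundant unigene of fruits. All of these were chosen after their values were seen.

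The steps were tested on simulated data made from the real means and library sizes with 200 changed unigenes. Between 97% and 98% of them were called in the 4 fruit comparisons over 54274 unigenes tested, and all 200 for each of the 5 organs in the organ-specific comparison, over 56797 to 56902 unigenes tested. In the organ-specific comparison the simulated changes were all increases well over the threshold, with the other organs alike. Recovery of lower calls, or of calls resting on 1 other organ, was therefore not tested. Libraries without any difference between organs were simulated 10 times for the fruit comparisons. The following alternatives were tried: DESeq2's size factors, no low-count filter, a filter of at least 1 CPM in 3 libraries, the replicate number as a block, each of the 15 libraries left out in turn, DESeq2 1.42.0 (Wald test), only the 6 libraries compared, edgeR's exact test, unadjusted p-values, an absolute log2 fold change over 2, other ways of combining the other organs, and other scales for the correlation. These were set before the data were examined. A fit without normalization factors was added after. Tables and correlations were computed with Python 3.11.15 and pandas 2.3.3, intervals with scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. The qRT-PCR measurements of fruit development were not analysed here.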

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

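The test of library totals without normalization factors was chosen after the result was seen, and the other tests before.

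In fruits, 2 unigenes that the paper does not discuss had high counts, with almost none in the other organs. Cluster-12235.42593 had 116473 estimated counts in the 3 fruit libraries and 0 in all 12 others. Against a floor of 3 counts over the libraries of an organ, it was at least 44923-fold higher in fruits than in roots, 48726-fold than in stems, 53410-fold than in leaf buds and 35018-fold than in mature leaves. Cluster-12235.42671 had 326336 counts in fruits, 1 in stems and 0 elsewhere, and was at least 125866-fold higher in fruits than in roots, 149644-fold than in leaf buds and 98114-fold than in mature leaves. The ratio to stems was 409563, with a 95% Poisson interval of 73508 to 16176870. Neither has an annotation in the tables used here. Both are signals among unigenes outside those the paper discusses.

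In the opposite direction, Cluster-12235.11413 had 0 counts in fruits and 2435 in the other 12 libraries, and Cluster-12235.77135 had 0 in fruits and 3553 in the others. At the same floor over the fruit libraries, the former was at least 151-fold higher in roots than in fruits, 198-fold in stems, 158-fold in leaf buds and 190-fold in mature leaves. The latter was at least 658-fold higher in roots, 164-fold in stems, 96.7-fold in leaf buds and 93.9-fold in mature leaves. The paper does not name them.

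The most abundant unigene of fruits, Cluster-12235.42566, held on average 2.79% of the counts there (SD 0.368, n = 3). It held 0.842% in roots, 0.736% in mature leaves, 0.483% in leaf buds and 0.308% in stems, and the tables used here give no annotation. A few such unigenes could lower the values of all others in fruits where libraries are scaled to their totals. This leaves fewer unigenes higher in fruits. In all 4 comparisons there were 3.42 unigenes higher for each lower one with TMM factors, 3.39 with DESeq2's size factors and 2.16 without normalization factors. Such an effect works against an excess of higher calls, so these numbers do not test it as the source of that excess.

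For the unigenes with 0 counts in a set of organs, a mislabelled library would need a partner out of place, and the 3 fruit libraries gave the same pattern. Fragments shared between similar unigenes stay open, since the deposited counts do not show how fragments were divided among near-identical assembled forms of a gene. With 0 unigenes called in all 4 comparisons in 10 simulations without organ differences, the 3 shared fruit libraries alone did not give such calls. A difference between the organs themselves stays open and was not tested further.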

How the results depend on the processing

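The fit without normalization factors was chosen after seeing the data, and all other alternatives before the data were examined.

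No log2 fold change of a named unigene changed direction under any alternative. For the fruit comparisons, DESeq2's size factors, both other filters, DESeq2's Wald test, the fits on 6 libraries, edgeR's exact test and unadjusted p-values gave between 2943 and 3815 DEGs in all 4 comparisons, between 1158 and 1604 higher in fruits and between 315 and 496 lower, beside 3420, 1395 and 408. Of the 1395, 1158 were also called with at least 1 CPM in 3 libraries and 1333 by DESeq2's Wald test. With each library left out in turn the ranges were 3227 to 3626, 1351 to 1567 and 380 to 434. A log2 fold change over 2, which is stricter by construction, gave 10013 DEGs against roots, 6567 against stems, 8972 against leaf buds and 7428 against mature leaves, and 1290, 751 and 140 in all 4. Leaving 1 library out gave 19066 to 21137, 12377 to 13564, 16184 to 18432 and 14407 to 16065 for the 4 comparisons in that order.

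Without normalization factors there were 7847 DEGs higher and 13480 lower in fruits than in roots, beside 10175 and 9296, 5196 and 8100 against stems, beside 6816 and 6101, and 5805 and 13098 against leaf buds, beside 8016 and 8691. Against mature leaves there were 7862 and 7082, beside 7032 and 8030. In all 4 comparisons 3335 were called, 1192 higher and 552 lower. The direction that held more DEGs was thus the other one against roots, stems and mature leaves. Other alternatives turned this majority too, with TMM factors kept. Against roots fewer DEGs were higher than lower without the low-count filter (11366 and 11671), in the fits on 6 libraries (7823 and 9207), by edgeR's exact test (7893 and 9442), without leaf bud replicate 1 (9866 and 10778), 2 (9905 and 10752) or 3 (10161 and 10976), and without stem replicate 1 (9901 and 10595) or 3 (9870 and 10665). The same held against stems in the fits on 6 libraries (5789 and 5987) and by the exact test (5830 and 6059). Against mature leaves more were higher than lower at a log2 fold change over 2 (3727 and 3701).

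The organ-specific numbers, given for roots first, then for stems, leaf buds and mature leaves, and last for fruits, depended on the filter and on how the other organs were combined. They were 11722, 4683, 7380, 6653 and 3963 without the low-count filter, which lets more unigenes be tested, and 2245, 536, 1091, 1463 and 705 with at least 1 CPM in 3 libraries, which lets fewer. With the other 12 libraries as 1 group they were 2657, 50, 797, 1038 and 336, and against the mean log2 expression of the other organs 2989, 250, 1403, 1613 and 588; the cause was not tested. Against the unscaled sum they were 3542 in stems, 5013 in mature leaves and 3321 in fruits. There the unigenes higher and lower in the organ were 1209 and 5558 in roots, 14 and 3528 in stems, 338 and 2982 in leaf buds, 295 and 4718 in mature leaves, and 196 and 3125 in fruits, since the threshold moves by 2 in both directions. The order of the organs was not stable. Stems had the fewest calls in these settings except without the filter, where fruits had fewer, and against the unscaled sum, where leaf buds with 3320 and fruits had fewer. By DESeq2's Wald test fruits had 1510 and stems 1555. More calls were higher than lower, unlike in the numbers first given, against the mean log2 expression in all organs but roots, with the other 12 libraries as 1 group in stems, leaf buds and fruits, and in leaf buds also without the filter and without any 1 of the root libraries.

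With 1 library left out, the sum of the other organs for that replicate number used the remaining ones. The ranges were 3994 to 8021, 1014 to 3621, 1754 to 4408, 2311 to 4750 and 1125 to 3039. The upper ends came from leaving out a library of the organ itself, after which the filter asks for 2 libraries and more unigenes are tested. This was so for roots without replicate 3 (8021), for stems (3455 to 3621), for leaf buds (3797 to 4408), for mature leaves (4709 to 4750) and for fruits (2786 to 3039). At the lower end, stems had 1014 without mature leaf replicate 3 and 1065 without root replicate 1, and fruits 1125 without root replicate 1; the cause was not tested. Fruits had fewer calls than stems without leaf bud replicate 2 (1353 and 1382) or 3 (1403 and 1413) and without any 1 of the stem libraries (1522 to 1594 in fruits).

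Between 40591 and 59829 unigenes differed among the 5 organs under the other factors and filters, and 46541 to 49601 with 1 library left out, beside 45893. Without the filter 12.4% of them were highest in fruits, beside 13.3%.

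The replicate correlations, in the same order of organs, were 0.894, 0.930, 0.875, 0.916 and 0.922 with a pseudocount of 0.1, and 0.975, 0.987, 0.980, 0.991 and 0.988 with a pseudocount of 10. As Spearman's rho they were 0.874, 0.897, 0.853, 0.881 and 0.881, over the unigenes passing the filter 0.969, 0.982, 0.973, 0.986 and 0.982, and without a logarithm 0.982, 0.971, 0.984, 0.999 and 0.980. Single pairs ranged from 0.938 to 0.961, 0.971 to 0.977, 0.940 to 0.959, 0.969 to 0.971 and 0.969 to 0.974. Stems were highest in 2 of these 5 settings.

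In the complete rows of Table S5, 1 of the 5 stem unigenes was called with at least 1 CPM in 3 libraries and 2 with the other 12 libraries as 1 group. For leaf buds 100 of 101 were called without the filter, 31 with at least 1 CPM, 39 with the other 12 libraries as 1 group, 31 against the unscaled sum and 37 against the mean log2 expression. For mature leaves 45 of 79 were called with the 12 libraries as 1 group and 45 against the mean log2 expression, and for fruits 14 of 41 against the unscaled sum. With 1 library left out, the called unigenes numbered 88 to 96 for roots, 3 to 4 for stems, 56 to 77 for leaf buds, 62 to 71 for mature leaves and 34 to 40 for fruits, and in Table S6 120 to 125 of those listed as upregulated and 18 to 19 of those listed as downregulated.

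The number of Table S7 unigenes called in all 4 comparisons with 1 library left out was 44 to 47 for the terpenoid list, 17 to 19 for fatty acid biosynthesis and elongation, and 10 to 14 for fatty acid degradation. Over all alternatives, 2773 log2 fold changes of named unigenes kept their side of the thresholds, 61 of 5 results passed them in addition (ACX3, KATII, AAE16, KCS1 and Cluster-12235.55811 against mature leaves), and 5 of 3 results fell short (PMVK against mature leaves and stems, and Cluster-12235.66430 in stems). All 21 comparisons of Table S9 kept their sign and call in every alternative tried.

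Replicate numbers did not pair the samples. Deviations from the organ means correlated between libraries with the same number by -0.226 to 0.117 over 30 pairs of libraries, with only 2 over 0.1, and between the other 60 by -0.255 to 0.32. With the replicate block, 19119, 12714, 16391 and 14818 DEGs were found in the 4 comparisons, 3354 in all 4, 1380 higher and 389 lower, and 5293, 1637, 2490, 3071 and 1729 organ-specific unigenes. Among the named unigenes the block changed 2 calls, both against mature leaves: KATII, at 1.00 on the log2 scale, and Cluster-12235.55811, at 1.02. The terpenoid list had 47 calls with the block and fatty acid degradation 12.

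Depth limits what can be said of unigenes with few counts: a count of 0 over 3 libraries, none of which had over 24081708 counts, sets only an upper limit, and 40 of the 101 leaf bud unigenes of Table S5 had too few counts for the test.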

Differences from the paper's values

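All alternatives named here were set before the data were examined, and no test in this part was chosen after the result was seen.

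The number of unigenes lower in fruits in all 4 comparisons was 408, and the paper's is 251. Of 24 alternatives, 22 also differed by more than 1.5 times. The fits on only the 6 libraries compared gave 315 and edgeR's exact test 322, which did not.

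In stems 1640 organ-specific unigenes were called, where the paper has 90, and all 24 alternatives differed, the nearest being 50 with the other 12 libraries as 1 group. In mature leaves the number was 3062 and the paper's 1955. Of the 24 alternatives 15 did not differ by more than 1.5 times. They included at least 1 CPM in 3 libraries (1463), DESeq2's Wald test (2776) and the mean log2 expression of the other organs (1613). The rest were the 12 fits that leave out a library of another organ (2311 to 2897). In these fits 1 of the 3 sums lacked an organ, so the sums were not alike. In fruits it was 1731 and the paper's 650. At least 1 CPM in 3 libraries gave 705 and the mean log2 expression of the other organs 588, which did not differ, and the other 22 did.

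In roots 1726 organ-specific unigenes were higher, where the paper has 2653, and all 24 alternatives differed. The number lower was 3562 and the paper's 2317. Of the 24 alternatives 16 did not differ: at least 1 CPM (1545), DESeq2's Wald test (3417), the other 12 libraries as 1 group (1630), the mean log2 expression of the other organs (1724), and the 12 fits that leave out a library of another organ (2449 to 3373).

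Of the 18 log2 fold changes of Table S9 with counts in both organs, 1 differed from the paper's by more than its standard error. Cluster-12235.53539 had 11.35 between fruits and roots and the paper 11.721, on 1 count in roots. The 95% Poisson interval of the log2 ratio, 9.34 to 17.12, covers the paper's value. Of 22 alternatives 3 did not differ: DESeq2's Wald test (11.69), the fit without fruit replicate 3 (11.44), and that without root replicate 3, where roots had 0 counts and only a lower bound is given. The other 3 comparisons of Table S9 had 0 counts in roots and were judged by a lower bound alone. Their fitted values, 17.30, 17.66 and 10.70 beside the paper's 16.777, 17.13 and 10.167, were apart by more than their standard errors but depend on the prior count. The lower bounds were under the paper's fold changes: at least 20594-fold higher in fruits for Cluster-12235.40340, and at least 26245-fold in fruits and 212-fold in leaf buds for Cluster-12235.42000, against a floor of 3 counts over the root libraries.

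The paper orders the organs by their number of organ-specific unigenes as roots, leaf buds, mature leaves, fruits and stems. Here mature leaves with 3062 came before leaf buds with 2524, while roots had the most and stems the fewest. By unigenes higher in the organ alone, the order was that of the paper, with 1726, 1117, 741, 431 and 47. Without the low-count filter leaf buds with 7380 came before mature leaves with 6653, but stems with 4683 then came before fruits with 3963. With at least 1 CPM in 3 libraries, and with the 3 other ways of combining the organs, mature leaves came before leaf buds.

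The paper describes the pathways of Table S5 as significant, and its methods set the corrected P at 0.05. In the table itself, the corrected P is under 0.05 for 7 of 17 rows in roots, 0 of 2 in stems, 6 of 14 in leaf buds, 6 of 16 in mature leaves and 9 of 18 in fruits, and in Table S6 for 23 of 28 rows of upregulated and 4 of 8 rows of downregulated DEGs. These are the paper's own values.

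The paper calls every unigene of the Table S7 lists upregulated in all 4 comparisons. Here 46 of 47, 18 of 20 and 11 of 14 were, and the remaining ones were just under a log2 fold change of 1 against mature leaves. All were called with only the 6 libraries compared and by edgeR's exact test. DESeq2's size factors, DESeq2's Wald test and the fit without the low-count filter called all 47 and all 14 but 19 of the 20.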

Other observations

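The comparison of replicates inside and outside Cluster-12235 in leaf buds and roots was chosen after the result was seen, and the other tests before.

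Other splits of the samples were counted for each test. For each comparison of fruits with 1 other organ, only the real split of the 6 libraries gave as many DEGs, 1 of 10 splits. With 3 libraries against 3 this share cannot go under 0.1, so these splits alone cannot exclude chance. For the DEGs in all 4 comparisons, those higher and those lower in fruits, and the unigenes differing among the 5 organs, 1 of 100 regroupings of the 15 libraries, the real one, gave a count as large. The next largest were 561, 239, 322 and 2779, and chance can be excluded for these counts. The DEGs of all 4 comparisons are part of the DEGs of each. The regroupings test their number as a whole, so chance is not excluded for single unigenes or for a single comparison. For organ-specific unigenes the regroupings with a count as large numbered 1 of 100 in roots, 2 in leaf buds, 2 in mature leaves, 3 in stems and 3 in fruits, the real one included. Of the regroupings drawn, 4 happened to hold all 3 libraries of 1 organ, and the largest counts, 4076 and 2455, were among these. The largest of the remaining ones was 891, all of them lower calls. None of the remaining regroupings had over 10 higher calls, so mixed groups of libraries gave lower calls but hardly any higher ones.

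The 4 fruit comparisons share their fruit libraries, which could make calls overlap with no effect at all. In 10 simulations without organ differences, edgeR's quasi-likelihood test called 0 unigenes in all 4 comparisons and at most 2 in at least 1 comparison, and at most 43 in all 4 at an unadjusted p under 0.05. The sharing alone therefore did not account for the 3420 unigenes observed.

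More unigenes were higher than lower in fruits in all 4 comparisons, 1395 against 408. A candidate explanation is that intersecting 4 comparisons of 1 organ gives more up than down whichever organ is taken, and this was so for 5 of the 5 organs: 4212 against 3866 for roots, 939 against 269 for stems, 2491 against 1207 for leaf buds and 3881 against 2066 for mature leaves. An excess as such is then not particular to fruits, but its size differed between organs. For each lower unigene there were 3.42 higher in fruits and 3.49 in stems. The ratio was 2.06 in leaf buds, 1.88 in mature leaves and 1.09 in roots.

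Most organ-specific unigenes that were higher in roots and leaf buds lay outside Cluster-12235, the group that holds 71.0% of all unigenes. The share outside was 65.3% in roots, 64.8% in leaf buds, 52.0% in mature leaves, 46.2% in fruits and 31.9% in stems, beside 5.87% to 7.20% of the unigenes tested. Low expression was weighed first, since unigenes outside the group have low counts. Among unigenes of the same mean count the share was 21.5% in roots, 19.1% in leaf buds, 27.8% in mature leaves, 19.8% in fruits and 9.58% in stems, so that low counts alone did not account for it. RNA of another organism in or on an organ could also give unigenes apart from the plant's, and if its amount differed between replicates, the unigenes outside the group would share a ratio between replicates that those inside do not. In leaf buds the largest such difference in the median log2 ratio was 0.119 (95% interval 0.0038 to 0.281), for replicate 3. In roots it was -0.0401 (95% interval -0.11 to 0.0243), for replicate 1. The test cannot separate this explanation from a difference between organs: another organism present in like amounts in the 3 replicates would give the same values, the unigenes were chosen for the pattern, and mature leaves reached 0.116 for replicate 2. Sequences were not used here. RNA of another organism and genes used in 1 organ cannot be told apart for these unigenes in roots and leaf buds.

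In leaf bud replicate 2, the organ-specific unigenes higher in leaf buds had lower counts than in the other replicates, both inside Cluster-12235 (median log2 ratio -1.07) and outside (-1.12). Replicates of leaf buds thus differed in these unigenes by more than those of mature leaves, whose medians lay between -0.0101 and 0.0102 inside. No explanation was tested.

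Some unigenes had 0 counts in 1 organ and at least 20 in each of the other 12 libraries. There were 98 such unigenes for roots, 0 for stems, 2 for leaf buds, 6 for mature leaves and 2 for fruits. In the other direction, unigenes with at least 20 counts in each library of an organ and 0 in all others numbered 232 in roots, 148 of them outside Cluster-12235, 40 in mature leaves, 28 in fruits, 22 in leaf buds and 1 in stems. The paper does not report such a tally.

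Comparisons that do not involve fruits gave 23801 DEGs between leaf buds and roots, 22933 between mature leaves and roots, 20309 between roots and stems, 19489 between mature leaves and stems, 19371 between mature leaves and leaf buds and 10722 between leaf buds and stems, at the same thresholds. The paper gives no numbers for these. Leaf buds and stems were also the organs with the highest correlation between libraries.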
